# Generation of a double binary transgenic zebrafish model to study myeloid gene regulation in response to oncogene activation in melanocytes

**DOI:** 10.1242/dmm.030056

**Published:** 2018-04-06

**Authors:** Amy Kenyon, Daria Gavriouchkina, Jernej Zorman, Vanessa Chong-Morrison, Giorgio Napolitani, Vincenzo Cerundolo, Tatjana Sauka-Spengler

**Keywords:** Biotagging, Macrophage, Melanocyte, Neutrophil, Oncogene, Zebrafish

## Abstract

A complex network of inflammatory genes is closely linked to somatic cell transformation and malignant disease. Immune cells and their associated molecules are responsible for detecting and eliminating cancer cells as they establish themselves as the precursors of a tumour. By the time a patient has a detectable solid tumour, cancer cells have escaped the initial immune response mechanisms. Here, we describe the development of a double binary zebrafish model that enables regulatory programming of the myeloid cells as they respond to oncogene-activated melanocytes to be explored, focussing on the initial phase when cells become the precursors of cancer. A hormone-inducible binary system allows for temporal control of expression of different Ras oncogenes (*NRas*^Q61K^, *HRas*^G12V^ and *KRas*^G12V^) in melanocytes, leading to proliferation and changes in morphology of the melanocytes. This model was coupled to binary cell-specific biotagging models allowing *in vivo* biotinylation and subsequent isolation of macrophage or neutrophil nuclei for regulatory profiling of their active transcriptomes. Nuclear transcriptional profiling of neutrophils, performed as they respond to the earliest precursors of melanoma *in vivo*, revealed an intricate landscape of regulatory factors that may promote progression to melanoma, including Serpinb1l4, Fgf1, Fgf6, Cathepsin H, Galectin 1 and Galectin 3. The model presented here provides a powerful platform to study the myeloid response to the earliest precursors of melanoma.

## Abstract (precis)

**Summary:** The authors present an innovative double binary zebrafish model for exploring regulatory mechanisms that govern the myeloid response at the onset of melanoma.

## INTRODUCTION

Immune cells and their associated molecules are responsible for detecting and eliminating cancer cells and their precursors at early stages of cancer development (Williams et al., 2016; de Visser et al., 2006). A complex network of inflammatory genes is closely linked to somatic cell transformation and malignant disease. Importantly, analysis of the initial response of immune cells to cancer might lead to the discovery of targets for both prevention and treatment. As with pathogens, cancer cells can evade the immune system and as such tumour growth and ultimately the emergence of clinically detectable cancer is largely dependent on the capacity of cancerous cells to evade and manipulate the immune response (Blair and Cook, 2008). Myeloid cells are equipped with sensors for damage and inflammation as well as subsequent effector mechanisms for resolving inflammation (Feng et al., 2010). However, transformed cells are able to shape the nature of the myeloid cells and evoke an immunosuppressive response, enabling progression of the disease (Engblom et al., 2016). Further studies are needed to understand the different inflammatory signalling pathways in tumour initiation and progression, and how they may be modulated for immunotherapy. Because we cannot predict when and where transformed cells may arise in the human host, little is known about the sterile inflammatory signalling pathways that closely follow somatic cell transformation (Feng et al., 2012).

The zebrafish is an accepted model in cancer research, with many aspects of carcinogenesis being conserved between teleosts and humans (White et al., 2013; Stern and Zon, 2003). Unlike mammalian models, the zebrafish is easily amenable to techniques that allow the study of both cancer initiation and progression (Feng et al., 2010). Zebrafish are particularly useful in studying melanoma because their melanocytes are externally visible and large single cells can be directly visualised live (Ceol et al., 2008).

Previous transgenic zebrafish melanoma models used oncogenic *BRAF*^V600E^ (Patton et al., 2005), *NRas*^Q61K^ (Dovey et al., 2009) and *HRas*^G12V^ (Michailidou et al., 2009; Anelli et al., 2009) under the melanocyte-specific microphthalmia-associated transcription factor a (*mitfa*) promoter, coupled to an additional mutation in the tumour suppressor gene *p53*. In the *mitfa*-driven *HRas*^G12V^ transgenic line, melanoma development is rare but secondary mutations in genes involved in the PI3K signalling pathway contribute to its occurrence (Patton et al., 2005; Dovey et al., 2009; Anelli et al., 2009). Santoriello et al. subsequently developed a conditional transgenic zebrafish line that uses the Gal4 system and the melanocyte-specific *kita* promoter to drive *HRas*^G12V^ expression (Vallone et al., 2007; Santoriello et al., 2010). kita:HRas^G12V^ induced early-onset melanoma without additional mutations in tumour suppressor genes. However, some reports suggest that high levels of *Gal4* expression can be toxic and may result in developmental defects (Emelyanov and Parinov, 2008). Moreover, upstream activating sequences (UAS) have been shown to be susceptible to DNA methylation leading to transcriptional silencing of the transgene, which is minimal in the first generation but exacerbated upon propagation through later generations (Goll et al., 2009; Akitake et al., 2011).

The study of the myeloid response to the earliest precursors of melanoma would require temporal control of carcinogenesis. The current zebrafish models for benign naevus and cutaneous melanoma rely on the targeted expression of a human oncogene in melanocytes, limiting the ability to control melanoma initiation. Additionally, constitutive expression of the oncogene renders maintenance of stable transgenic lines difficult because these models may develop severe tumours before the fish reach reproductive age (Nguyen et al., 2012).

To overcome these limitations, we set out to develop an inducible system of melanoma initiation. Here, we report the generation of a new inducible zebrafish model, specifically designed to study the onset of melanoma using the mifepristone-inducible LexPR system developed by Emelyanov and Parinov (Emelyanov and Parinov, 2008). Additionally, we have developed an innovative transgenic zebrafish model system for *in vivo* biotinylation and subsequent isolation of neutrophil (previously described in Kenyon et al., 2017) and macrophage nuclei based on the biotagging method (Trinh et al., 2017). Using this approach, it is possible to perform genome-wide analysis of the active nuclear transcriptomes of neutrophils and macrophages. By combining the biotagging approach that enables isolation and analysis of either neutrophil or macrophage nuclei with the inducible model for melanoma initiation, we have created a powerful double binary system for regulatory profiling of myeloid cells that respond to the precursors of melanoma. In a proof-of-concept analysis, we reveal a number of interesting factors upregulated by neutrophils responding to the oncogene-activated melanocytes that may promote melanoma progression.

## RESULTS

### Generation of a binary inducible melanoma model

To generate an inducible model for the initiation of melanoma tumorigenesis, we adapted a hormone-inducible binary system for targeted gene expression in zebrafish, previously used to drive liver carcinogenesis (Emelyanov and Parinov, 2008; Nguyen et al., 2012). In this system, the transcriptional activator expressed by the transgenic driver is a ligand-dependent chimeric transcription factor, termed the LexPR transactivator. The LexPR transactivator is a fusion protein containing the DNA-binding domain (DBD) of the bacterial LexA repressor, a truncated ligand-binding domain (LBD) of the human progesterone receptor and the activation domain of NF-κB/p65 protein. The effector transgenic fish line harbours the operator-promoter sequence, consisting of the synthetic LexA operator fused to a minimal 35S promoter sequence from the Cauliflower mosaic virus, upstream of the reporter gene. In the presence of the progesterone agonist, mifepristone, which binds within the LexPR transactivator, LexPR activates the transcription of the target reporter gene by binding to the LexA-binding sites within the LexA operon (LexOP) positioned upstream (Fig. 1A).

**Fig. 1.**
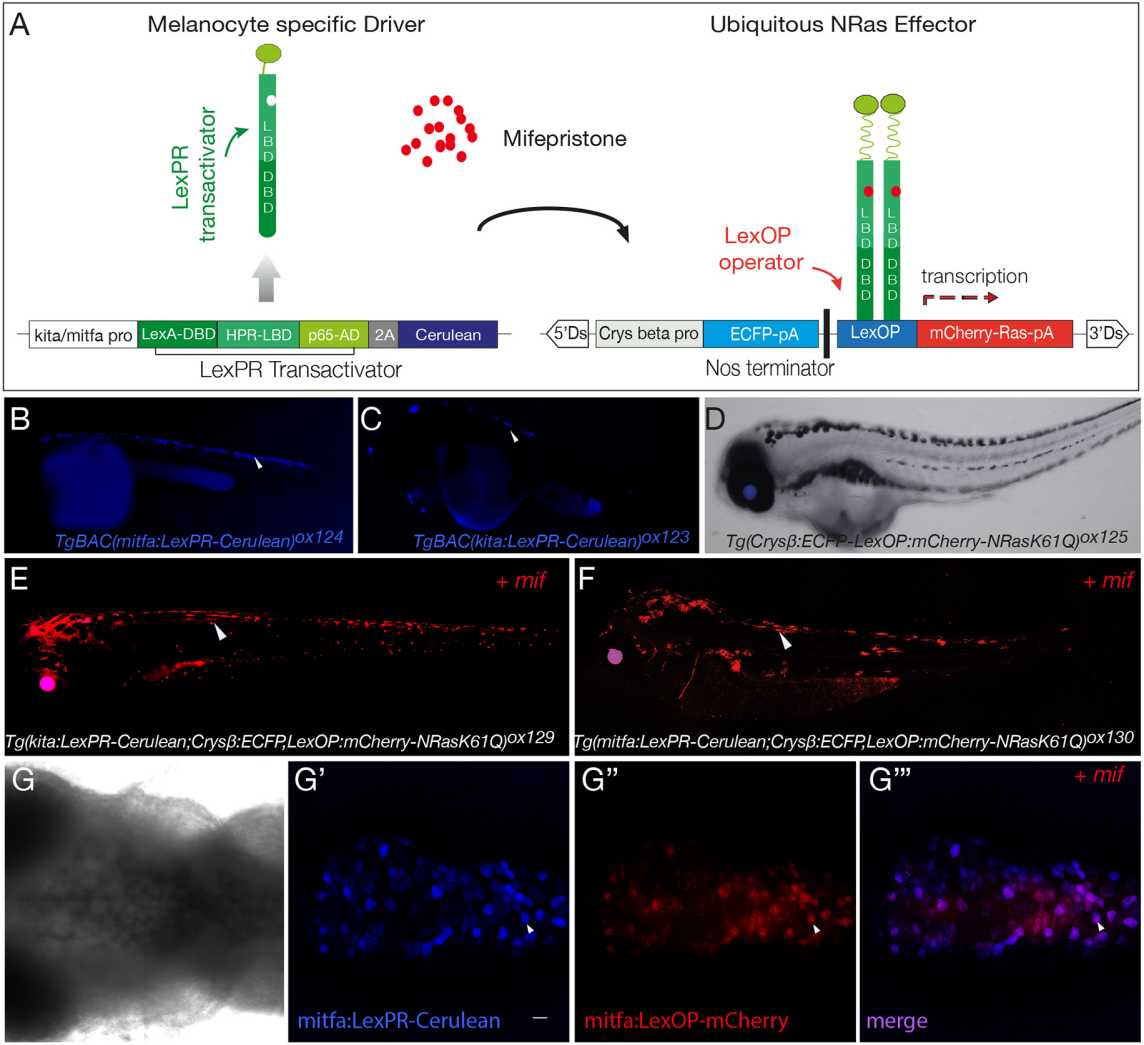
**LexPR mifepristone-inducible model for melanocyte oncogenic activation.** (A) Diagram of LexPR/LexOP inducible system. The LexPR driver cassette consists of LexPR transactivator and a Cerulean reporter under the control of melanocyte-specific promoters, *kita* or *mitfa*. The effector cassette contains the Lex operator sequence (LexOP) fused to the mCherry–Ras-oncogene. mCherry-Ras fusion is transcribed in trans only in the presence of mifepristone, when the LexPR transactivator-mifepristone complex binds to the LexOP sequence upstream of the oncogene expression cassette. (B,C) *mitfa:LexPR-Cerulean* [*TgBAC(mitfa:LexPR-Cerulean)^ox124^*] and *kita:LexPR-Cerulean* [*TgBAC(kita:LexPR-Cerulean)^ox123^*] transactivator driver lines were characterised by expression of LexPR transactivator and its cognate fluorescent protein Cerulean specifically in melanocytes. (D) *LexOP:mCherry-NRas* effector line [*Tg(Crysβ:ECFP-LexOP:mCherry-NRas^*Q61K*^)^ox125^*] shows ECFP expression in the eye, but no oncogene transcription. (E,F) The melanocyte-specific expression of mCherry-NRas in transgenic larvae harbouring both a transactivation driver and an oncogene effector allele [*Tg(kita/mitfa:LexPR-Cerulean;LexOP:mCherry-NRas^*Q61K*^)^ox129/ox130^*] is activated by addition of 1 μM mifepristone to the embryo rearing solution. (G-G‴). Confocal *z*-stack projection of the dorsal view of the melanocytes in the hindbrain region of a *Tg(mitfa:LexPR-Cerulean;LexOP:mCherry-NRas^*Q61K*^)^ox130^* transgenic larvae shows brightfield view (G). LexPR-Cerulean fusion (blue) (G′) and mifepristone-dependent activation of LexOP:mCherry-NRas^Q61K^ fusion (red) (G″) and the overlap (purple) (G‴). Larvae were partially bleached to attenuate the pigment and the mCherry signal was amplified with an anti-Cherry antibody. White arrowheads show Cerulean and mCherry signal localised to the melanocytes. Scale bar: 25 μm.

In our system, we placed the LexPR transactivator, followed by Cerulean reporter, under the control of the melanocyte-specific promoters *kita* and *mitfa* using bacterial artificial chromosome (BAC)-mediated transgenesis (Fig. S1). Two melanocyte-specific driver lines [*TgBAC(kita:LexPR-Cerulean)^ox123^* (hereafter referred to as *kita:LexPR-Cerulean*) and *TgBAC(mitfa:LexPR-Cerulean)^ox124^* (hereafter referred to as *mitfa:LexPR-Cerulean*)] were generated (Fig. 1B,C).

To generate the effector lines, different Ras oncogenes (*NRas*^Q61K^, *HRas*^G12V^ and *KRas*^G12V^) fused to an mCherry fluorescent reporter were cloned downstream of the LexOP. The effector cassettes were placed within a non-autonomous maize dissociation (Ds) element, which allows for effective activator (Ac)-mediated genomic integration using the transposase Ac/Ds (AcDs) system (Emelyanov et al., 2006) (Fig. S1). This system is highly efficient and results in multiple independent integrations into the zebrafish genome, thus allowing for high-level expression of the Ras effectors activated by LexPR in the context of oncogenic transformation. Three Ras-effector lines were generated: *Tg(Crysβ:ECFP-LexOP:mCherry-NRas^*Q61K*^)^ox125^* (hereafter referred to as *LexOP:mCherry-NRas*^Q61K^), *Tg(Crysβ:ECFP-LexOP:mCherry-HRas^*G12V*^)^ox126^* and *Tg(Crysβ:ECFP-LexOP:mCherry-KRas^*G12V*^)^ox127^*. The Ras-effector lines all contain the selection marker enhanced cyan fluorescent protein (ECFP) under the control of the lens-specific zebrafish *crysβ* promoter (*crystallin betaβ*), which results in blue fluorescence in the lens. This can be used to screen for transgene integration, without driving the oncogene (Fig. 1D).

When a driver line is crossed to an effector line, in the presence of the synthetic progesterone ligand, mifepristone, mCherry–Ras-oncogene is transcribed only in melanocytes. Two different melanocyte-specific driver lines (*kita* and *mitfa*) and three different mCherry–Ras-oncogene lines were generated in this study, paving the way for multiple combinations of the system. We characterised two of these lines, *Tg(kita:LexPR-Cerulean;Crysβ:ECFP-LexOP:mCherry-NRas^*Q61K*^)^ox129^* (Fig. 1E) and *Tg(mitfa:LexPR-Cerulean; Crysβ:ECFP-LexOP:mCherry-NRas^*Q61K*^)^ox130^* (Fig. 1F) (hereafter referred to as *kita:LexPR;LexOP:NRas*^Q61K^ and *mitfa:LexPR;LexOP:NRas*^Q61K^, respectively) and showed that, when embryos positive for both alleles were reared in the presence of mifepristone, melanocyte-specific expression of the mCherry-NRas fusion protein was detected. Transformed melanocytes are seen in pairs or clumps of oncogene-activated red cells (as shown by the white arrowheads in Fig. 1G-G‴), indicative of their proliferative potential. In the *mitfa:mCherry-NRas*^Q61K^ genotype, low levels of melanin were occasionally observed in melanocytes expressing mCherry (data not shown).

To assess and characterise the effect of *mitfa*- and *kita*-targeted oncogene activation, we compared the proliferative potential and morphology of control and activated melanocytes. We performed this analysis at two different time points: at 5 days post-fertilisation (dpf) (Fig. 2A-C), when the melanocytes are likely to be post-mitotic as the embryonic pigmentation pattern is thought to be largely complete at 48 h post-fertilisation (Kelsh et al., 2009, 1996) and at 12 dpf (Fig. 2D-I), just before the adult pigmentation patterning commences at 2 weeks post-fertilisation (Rawls et al., 2001).

**Fig. 2.**
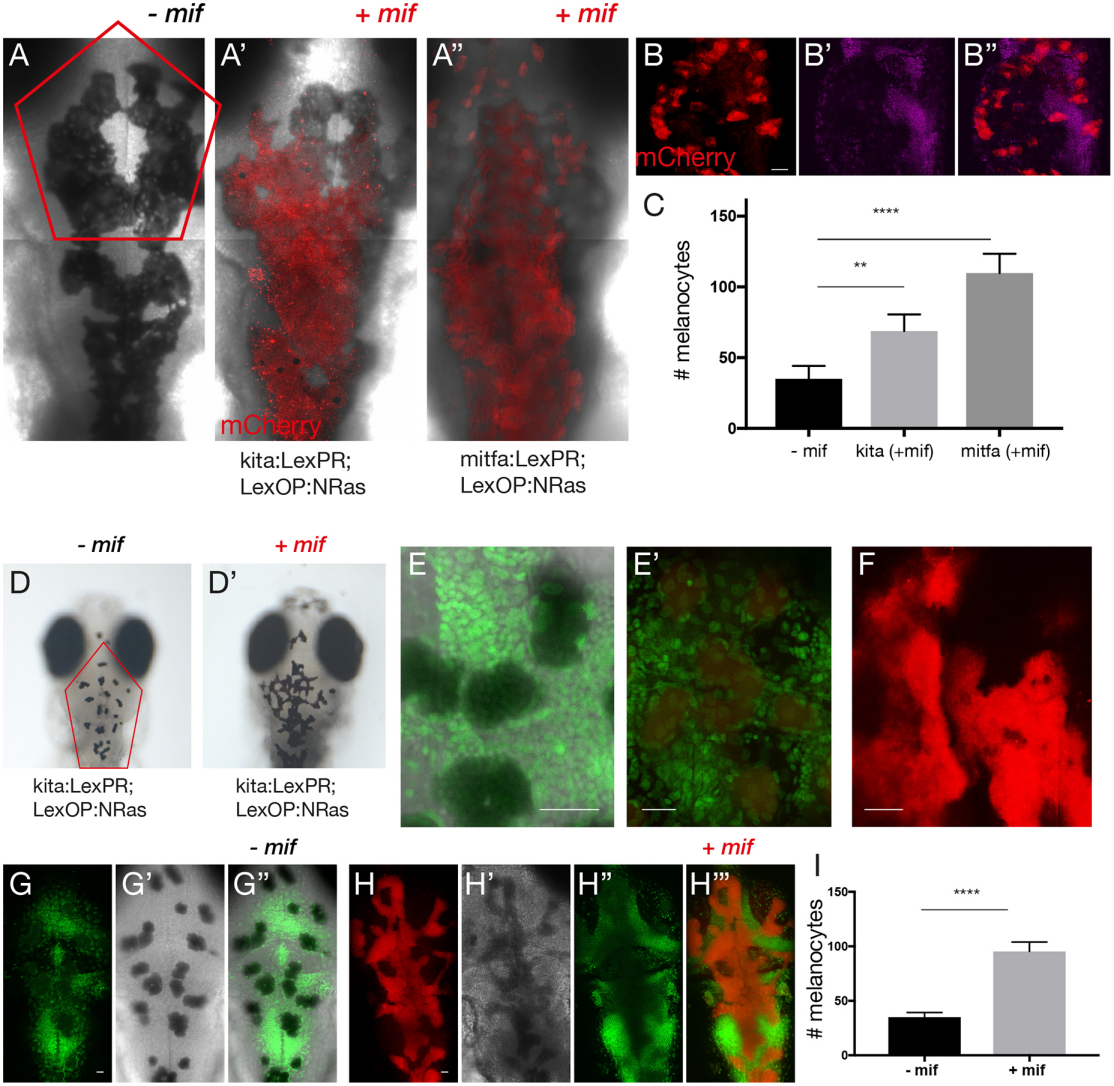
**Morphology and proliferative capacity of oncogene-activated melanocytes.** (A-A″) Composite images show confocal *z*-stack projection of the dorsal views of the head of 5-dpf larvae without (A) and with mifepristone-dependent *mCherry*-*NRas*^Q61K^ activation (red) in *Tg(kita:LexPR-Cerulean;LexOP:mCherry-NRas)^ox12^* (A′) and *Tg(mitfa:LexPR-Cerulean;LexOP:mCherry-NRas)^ox130^* (A″). The melanocyte-specific expression of *mCherry*-*NRas* in transgenic larvae harbouring both a transactivation driver and oncogene effector alleles was activated by addition of 1 μM mifepristone to the embryo rearing solution starting at 24 hpf. (B-B″) Representative image of the procedure used to facilitate counting of melanocytes shows a confocal *z*-stack projection of melanocytes (red) with a single plane of nuclear stain (magenta). (C) Quantification of the number of melanocytes in the region indicated by the red outline in A, comparing larvae from experimental (+mif) kita:LexPR;LexOP:NRas^Q61K^ (*n*=8) and mitfa:LexPR;LexOP:NRas^Q61K^ (*n*=8) to controls (−mif, *n*=7). Graph shows means±s.e.m. Statistical significance was determined by two-tailed unpaired Student's *t*-test with Welch's correction. (D,D′) Dorsal views of the head of 12-dpf larvae without (D) and with (D′) mifepristone-dependent *mCherry*-*NRas*^Q61K^ activation in *Tg(kita:LexPR-Cerulean;LexOP:mCherry-NRas)^ox12^*. (E,E′) Proliferative activity of activated melanocytes (red) (E′) shown with a nuclear stain (green) as compared to controls (E). (F) Confocal *z*-stack projection of melanocytes (red). (G,H) Representative image of the method used to facilitate counting of melanocytes shows a confocal *z*-stack projection of melanocytes (red) with a single plane of nuclear stain (green) in the absence (G) and presence (H) of mifepristone. (I) Quantification of the number of melanocytes in the region indicated by the red outline in D, comparing larvae from *kita:LexPR;LexOP:NRas*^Q61K^ (*n*=8) with and without oncogene activation (+/−mif). Graph shows means±s.e.m. Statistical significance was determined by two-tailed unpaired Student's *t*-test with Welch's correction. **P<0.01; ****P<0.0001. Scale bars: (B) 25 μm; (E) 31 μm; (E′) 27 μm; (F) 28 μm; (G) 25 μm and (H) 25 μm.

To ensure optimal visualisation of the *mCherry-NRas*^Q61K^-expressing melanocytes at 5 dpf, embryos were partially bleached to ensure that excessive pigment in melanoblasts did not mask the mCherry signal and the signal amplified with an anti-Cherry antibody (Fig. 2A-B‴). A total of 5-9 *z*-stacks were acquired for the dorsal cranial region of each larvae and the melanocytes were counted within each corresponding plane (Fig. 2A-B‴). A nuclear stain (magenta) was used to aid in the visualisation of individual melanocytes (Fig. 2B). Strikingly, we observed that oncogene-activated melanocytes were present in clusters spanning multiple cell layers, in contrast to controls, where melanocytes lay within a single basal skin layer (Fig. 2A′-B″). We sought to quantify the degree of melanocyte proliferation in *kita:mCherry-NRas*^Q61K^ and *mitfa:mCherry-NRas*^Q61K^ embryos by precisely counting the total number of melanocytes within the outlined area in the presence and absence of mifepristone (+/− mif). Both *kita* and *mitfa* transgenic lines showed a statistically significant increase (*P*<0.01 and *P*<0.0001, respectively) in the number of melanocytes in the region of interest at 5 dpf (Fig. 2C). To ensure that the increase in melanocytes was a result of oncogene activation rather than an artefact of mifepristone application, we quantified the number of melanocytes in 5-dpf embryos reared as previously stated in the presence or absence of mifepristone at 5 dpf and could detect no difference (Fig. S2). To characterise the progression of the oncogene-activated cells at 12 dpf, we similarly examined both morphology and the proliferative state of the cranial melanocytes. As previously described, *kita:mCherry-NRas*^Q61K^ embryos were reared in the presence or absence of mifepristone. Whereas, in control embryos, the melanocytes appear to round up at 12 dpf, *mCherry-NRas*^Q61K^-expressing melanocytes exhibited an elongated fibroblast-like shape (Fig. 2D,D′, Fig. S3). Although larval melanophores are mostly replaced during larval-to-adult metamorphosis, some melanophores leave their initial position to form the stripes of the adult. Interestingly, these cells are characterised as small round black cells and are increasingly melanised (Parichy, 2006). To quantify the melanocytes, nuclear stain (green) was used to aid in the counting and visualisation of individual melanocytes cells (Fig. 2E,E′). Strikingly, cranial melanocytes were clearly present as multinucleated clusters compared to controls (Fig. 2E,E′). Melanocytes of control embryos were present in a single plane, in contrast to the oncogene-activated melanocytes, which were present in several overlapping layers of interlinked cells (Fig. 2F). Quantification of the melanocytes within the outlined area in Fig. 2D in the presence and absence of mifepristone at 12 dpf (+/− mif) (Fig. 2G-H‴) revealed a statistically significant increase (*P*<0.0001) in the number of melanocytes in the region of interest (Fig. 2I). All experiments are representative of two or three individual experiments.

### Establishment of a binary system for regulatory profiling in myeloid cells

Genome-wide analysis of the regulatory networks that govern the inflammatory response *in vivo* is complicated by the fact that relatively small numbers of responding cells are present within complex tissues. The current zebrafish lines for studying macrophage and neutrophil function make use of fluorescent reporters under the control of the *mpeg1* and *mpx* promoters, respectively (Ellett et al., 2011; Renshaw et al., 2006). These lines have largely been used for functional studies at the cellular level, allowing for a detailed examination of host-pathogen interactions, comparative analysis of macrophage and neutrophil behaviours responding to inflammation, and the dynamic interaction between the two cell types (Renshaw et al., 2006; Ellett et al., 2011). Based on the biotagging method (Trinh et al., 2017), we have developed a zebrafish model to study the gene regulatory landscape of macrophages and neutrophils by cell-specific *in vivo* biotagging of nuclei, thereby enabling us to obtain the active transcriptome of these cell types (Fig. 3A). In our system, the biotagging driver line harbours cell-specifically (macrophage or neutrophil) expressed *E. coli* biotin ligase BirA. Myeloid BirA driver lines *TgBAC(mpeg1:BirA-Citrine)^ox122^* [hereafter referred to as *mpeg1:BirA-Citrine* (Fig. 3B) and *TgBAC(mpx:BirA-Citrine)^ox121^* (hereafter referred to as *mpx:BirA-Citrine* (Fig. 3C) (described in Kenyon et al., 2017)] were generated using BAC-mediated transgenesis (Fig. S1). The previously characterised effector line *Tg(bactin:Avi-Cerulean-RanGap)^ct700a^* (hereafter referred to as *bactin:Avi-Cerulean-Rangap*) (Trinh et al., 2017) features ubiquitous expression of a zebrafish-compatible version of Avi-tagged nuclear-envelope-associated fusion protein. The Avi-tag is a 14-amino-acid minimal biotinylation substrate, specifically biotinylated by biotin holoenzyme synthetase, BirA, which adds a single biotin moiety onto a lysine residue within this peptide (de Boer et al., 2003). In addition to the biotinylatable Avi-tag, this effector protein consists of the carboxyl-terminal domain of Ran GTPase-activating protein1 (RanGap1), which acts as an outer-nuclear-envelope-targeting sequence, and a fluorescent variant Cerulean, allowing visualisation of the fusion protein (Fig. 3D,E). When the driver line is crossed to the effector line, in the specific cells (neutrophils or macrophages) that carry both biotagging alleles (driver and effector), the Avi-tagged fusion protein gets biotinylated and localises to the outer nuclear envelope. This process effectively results in the biotinylation of nuclei in a cell-specific (macrophage or neutrophil) fashion, allowing isolation of nuclei from these cell types using streptavidin-coated magnetic beads. Subsequently, the content of these nuclei can be analysed in a genome-wide fashion by next-generation sequencing (NGS) techniques. The use of *mpeg1:BirA-Citrine* and *mpx:BirA-Citrine* drivers combined with the *Avi-Cerulean-Rangap* effector offers the unique possibility to interrogate initial, often crucial, regulatory responses in specific cell types. Cell isolation protocols that are based on expression of fluorescent reporters always feature a delay between the time of expression of the cell-type-specific marker and the downstream analysis, because the fluorophore requires a certain amount of time to reach steady-state levels for visualisation or isolation by fluorescence-activated cell sorting (FACS). Given that cell-specific biotinylation begins very shortly after the cells start expressing *BirA*, the use of the biotagging system minimises such delays and enables faithful representation and readout of the relevant cell states. This is particularly crucial for analysis of cell populations in rapidly developing zebrafish embryos.

**Fig. 3.**
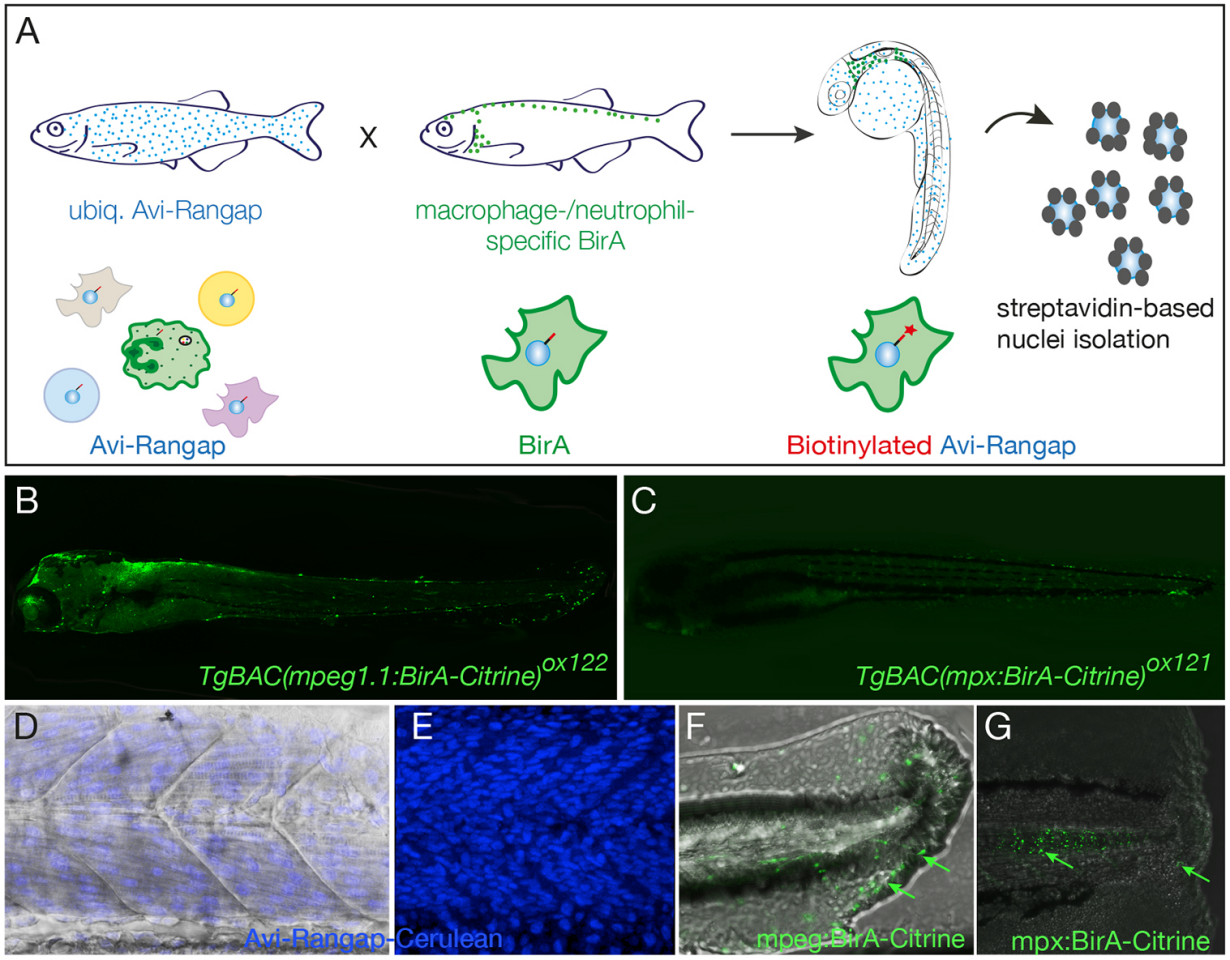
**Binary transgenic zebrafish model for regulatory profiling of myeloid cells.** (A) Schematic of myeloid nuclear biotagging system. When biotagging effector transgenic zebrafish line ubiquitously expressing Avi-tagged Rangap for biotinylation of nuclei is crossed to biotagging driver line expressing BirA in myeloid-specific manner, only the macrophage or neutrophil nuclei will be biotinylated. (B) Transgene expression in macrophage-specific BirA driver, *TgBAC(mpeg1:BirA-Citrine)^ox122^*, is amplified with anti-GFP–Alexa-Fluor-488 to show expression in macrophages. (C) *TgBAC(mpx:BirA-Citrine)^ox121^* biotagging transgenic driver shows neutrophil-specific expression. (D,E) Projection of confocal microscope images of *Tg(bactin:Avi-Cerulean-Rangap)^ct700a^* shows ubiquitous expression of the biotag effector specifically on nuclei, across somite region of the embryo, with (D) and without (E) bright field background. The images in D and E are taken in different embryos. (F,G) Tailfins of transgenic fish transected at 3 dpf show responding macrophages in *mpeg1:BirA-Citrine* (F) and neutrophils in *mpx:BirA-Citrine* (G) larvae at 5 hpi or 1 hpi, respectively, as indicated by green arrows.

To show that the *mpeg1*/*mpx* driver lines generated in this study faithfully recapitulate larval inflammatory phenotypes, tailfin transections (Renshaw et al., 2006) were carried out at 3 dpf in *mpeg1:BirA-Citrine* and *mpx:BirA-Citrine* embryos, respectively. Injured specimens were fixed at 5 h post-injury (hpi) (*mpeg1:BirA-Citrine*) and 1 hpi (*mpx:BirA-Citrine*), and stained using anti-GFP antibody to amplify the Citrine signal and thus detect macrophages and neutrophils expressing *BirA* driver transgenes and their associated fluorescent reporter. Both *mpeg1:BirA-Citrine* (Fig. 3F) and *mpx:BirA-Citrine* (Fig. 3G) showed infiltration of macrophages and neutrophils to the site of injury.

### Generation of a double binary system to study the myeloid response to transformed melanocytes

To study the initial myeloid response to oncogene-transformed melanocytes, we have generated a double binary system in zebrafish by coupling the inducible LexPR driver/effector to the biotagging system for nuclear transcriptional profiling of macrophages and neutrophils (Fig. 4A, Fig. S4). Since *NRas*^Q61K^ is the most relevant oncogene to human melanoma, with 30% of melanomas having contributing mutations in NRas (Ceol et al., 2008), it was prioritised for the purpose of this study. We hypothesised that, if *NRas*^Q61K^-transformed melanocytes generated by the inducible LexPR binary system were immunogenic, an increase in neutrophils in proximity to melanocytes following oncogene activation may be expected. *kita:LexPR;LexOP:NRas*^Q61K^ fish were in-crossed and embryos were grown to 24 hpf, at which point mifepristone is added to the embryo rearing medium in experimental embryos or omitted in non-treatment controls. Larvae were reared until 5 dpf, fixed and stained with an anti-mpx antibody to detect neutrophils. We chose to focus on the cranial region as this would be the focus of future experiments and capture only the neutrophils in the skin of the larvae in the vicinity of the melanocytes as compared to the controls. Images were captured as 11 *z*-stack projections to a depth of 100 μm from the surface of the embryo in *kita:LexPR;LexOP:NRas*^Q61K^ (+mif) and in genotype and stage-matched controls (−mif) larvae, and neutrophils were counted within the outlined area (Fig. 4B,B′). We observed a significant increase in the number of neutrophils when compared to stage- and genotype-matched controls with no oncogene activation (*P*<0.01) (Fig. 4C). Furthermore, high-resolution images show that neutrophils were detected in the vicinity as well as directly interacting with the melanocytes in the tail (Fig. 4D) and cranial region (Fig. 4D′) following oncogene activation.

**Fig. 4.**
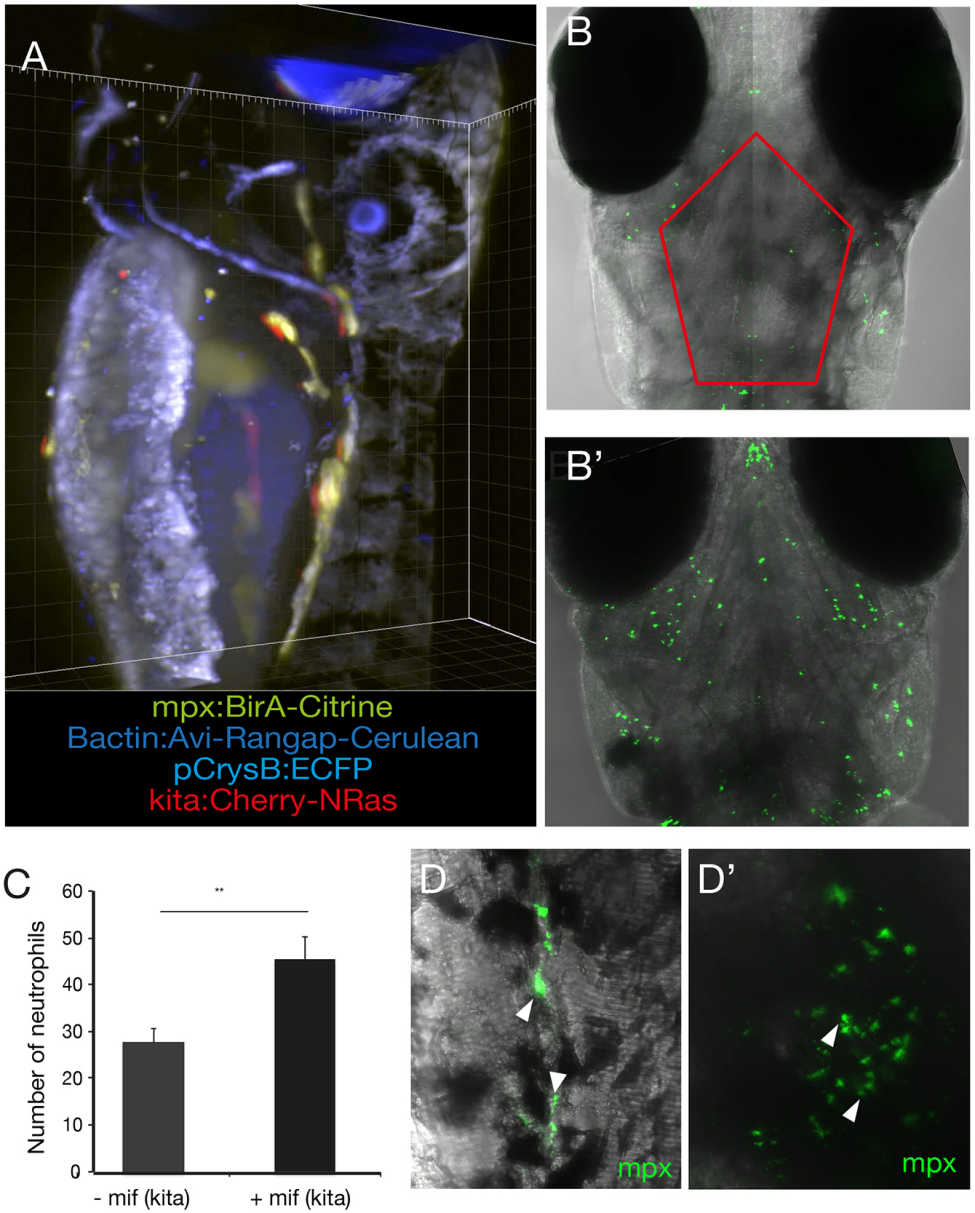
***mCherry*-*NRas*^K61Q^-activated melanocytes are immunogenic.** (A) Larvae at 5 dpi harbouring all four alleles (blue eye, blue nuclei, green neutrophils and red melanocytes) as captured on a Zeiss Z1 Light Sheet microscope. *kita:LexPR;LexOP:NRas*^Q61K^ were crossed to *mpx:BirA;bactin:Avi-Rangap*, and mCherry-NRas activated by addition of mifepristone. (B) The melanocyte-specific oncogene *NRas*^K61Q^ was activated by addition of mifepristone to the E3 medium in *Tg(kita:LexPR-Cerulean;pCrysβ:ECFP-LexOP:mCherry-NRas^*Q61K*^)^ox129^* embryos at 24 hpf. At 5 dpi, composite confocal images show neutrophils (green) as detected with an anti-mpx antibody in stage-matched controls (−mif) (B) and embryos where the oncogene had been activated (+mif) (B′). Images are a maximum intensity projection of 11 *z*-stack projections captured from the surface of the embryo to a depth of 100 μm. (C) Quantification of the number of neutrophils in the region of cranial melanocytes in the outlined area in B in control larvae (−mif, *n*=8) and following oncogene activation (+mif, *n*=8). Graph shows means±s.e.m. Statistical significance was determined by two-tailed unpaired Student's *t*-test with Welch's correction. **P<0.01. (D) High-resolution image of neutrophils in the tail (D) and head (D′) of 5-dpf zebrafish larvae following oncogene activation at 24 hpf, as shown by the arrowheads.

### Transcriptional analysis of neutrophils in response to *NRas*^Q61K^-transformed melanocytes by *in vivo* biotagging

To test the efficacy of this model, we carried out a proof-of-concept study and performed transcriptional profiling of neutrophils responding to *NRas*^Q61K^-activated melanocytes, with the aim to identify components of the cellular response that might contribute to tumour progression. All subsequent experiments were carried out by crossing the *kita:LexPR;LexOP:NRas*^Q61K^ inducible melanoma system to the *mpx:BirA;bactin:Avi-Rangap* biotagging system, allowing isolation of neutrophil nuclei responding to oncogene activation. *NRas*^Q61K^ expression in the melanocytes of resulting embryos from this cross was driven by addition of mifepristone to the water at 24 hpf. Embryos expressing *mCherry-NRas*^Q61K^ in the melanocytes were selected for the profiling experiments, allowed to develop until 5 dpf and used for downstream analysis. Approximately 45 larvae from each condition – experimental (+mif) and control (−mif) – were used per experiment. A total of three biological replicates were collected. In each experiment, prior to nuclei isolation and analysis, cranial regions containing major foci of melanocyte oncogenic transformation were dissected to eliminate the anterior yolk sac and intermediate cell mass (ICM), thus enriching for responding neutrophils (Fig. 5A) (Bennett et al., 2001). By focussing our analysis on the isolated oncogene-activated mCherry-expressing regions in the head, we enriched the samples with environing neutrophils responding to transformed melanocytes. Moreover, *mCherry-NRas*^Q61K^-expressing goblet cells found in the trunk region were excluded from the analysis.

**Fig. 5.**
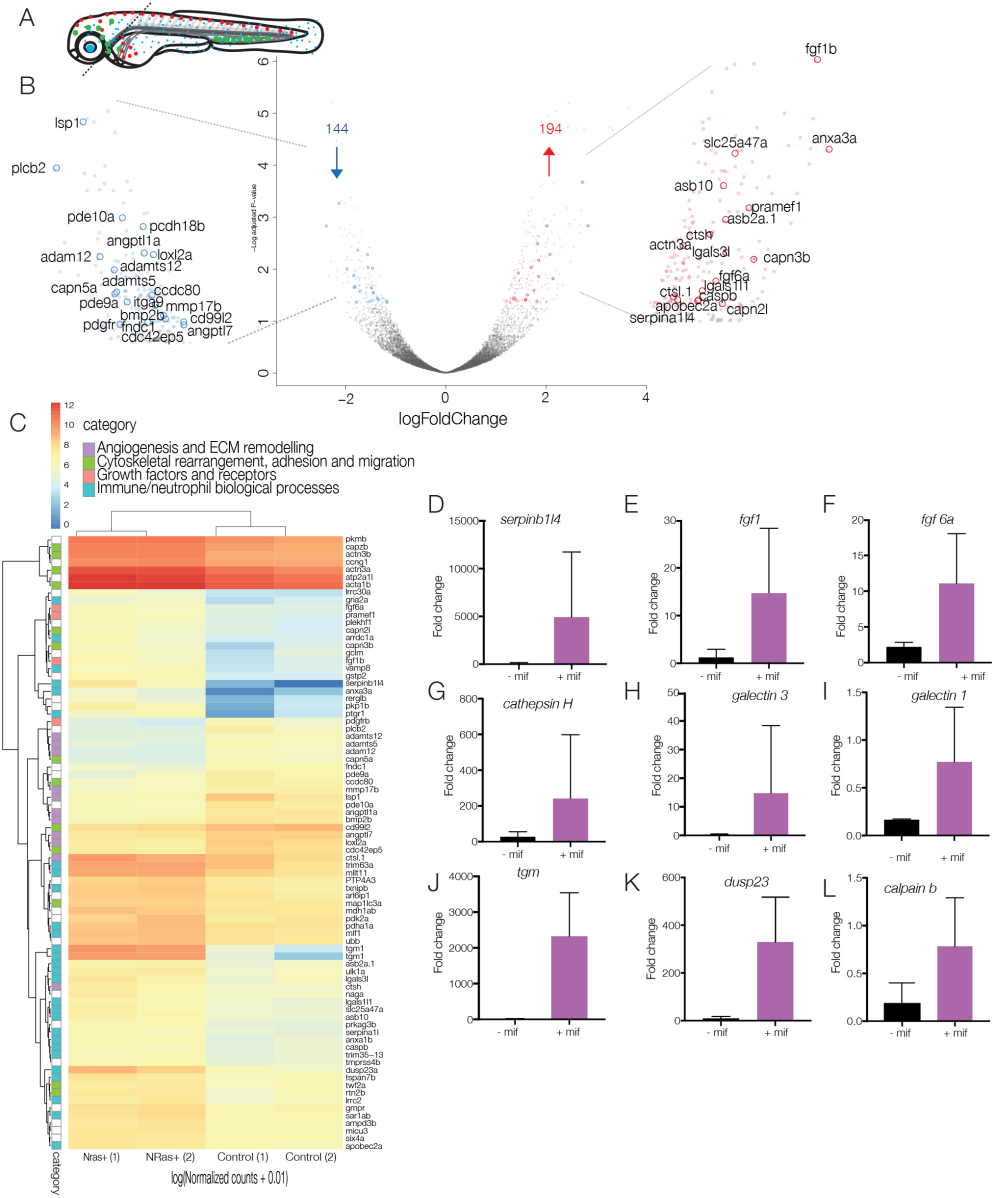
**Analysis of technical replicates to obtain differentially expressed genes.** (A) Schematic of dissection of 5-dpf larvae for nuclear profiling of neutrophils in the presence or absence of *NRas*^Q61K^-transformed cranial melanocytes. Cranial regions are dissected away from the trunk to eliminate neutrophils from the anterior yolk sac and ICM, enriching for responding neutrophils. (B) Volcano plot of differential expression analysis of activated *NRas*^Q61K^ and control embryos shows the relationship between *P-*value and log fold change (red, upregulated; blue, downregulated) shows 194 upregulated genes (red) and 144 downregulated genes (blue) in cranial neutrophils. (C) Heat map shows the log_10_ [normalised counts (NMCT) +0.01] of selected differentially expressed transcripts (adjusted *P-*value <0.05). Red, high expression; yellow, medium expression; blue, low expression. Selected differentially expressed transcripts were further classified into subcategories of ‘angiogenesis and ECM remodelling’ (purple), ‘cytoskeletal rearrangement, adhesion and migration’ (green), ‘growth factors and receptors’ (pink) and ‘immune/neutrophil biological processes’ (turquoise). (D-L) Bar graphs represent mRNA levels of upregulated transcripts in controls vs *NRas*^Q61K^-activated embryos as measured by qPCR in 2-3 replicate experiments. *serpinb1l4* (D), *fgf1* (E), *fgf6* (F), *cathepsin H* (G), *galectin 3* (H), *galectin 1* (I)*, tgm* (J), *dusp23* (K) and *calpain b* (L).

‘Biotagged’ nuclei were isolated from dissected tissue by nuclei pulldown. Nuclear RNA pools were extracted and libraries prepared using SMART-seq™ v4 technology for cDNA synthesis and amplification for small cell numbers followed by Illumina Nextera library preparation. Libraries were sequenced on an NGS platform.

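The nuclear RNA libraries analysed here came from cranial tissue of larvae at 5 dpf and comprised 2 control libraries without mifepristone and 2 NRas+ libraries from larvae kept in 1 µM mifepristone from 24 hpf. Mifepristone activates the LexPR driver, which the text and the sample labels place under the kita promoter in melanocytes and which switches on the NRas oncogene, while the biotagged nuclei are those of mpx-expressing neutrophils. The text speaks of 3 replicates, whereas the sample labels and the legend of Fig. S5 list 2 libraries per condition, and n = 2 is used throughout. For the line that carries both driver and oncogene, however, the labels give the allele number ox130, which the paper assigns to its mitfa line, the kita one being ox129, and the counts do not settle which was used. The authors mapped the reads to danRer10 with STAR, counted them on Ensembl genes with featureCounts and deposited the counts without normalization. The counts on genes totalled 30619195 and 38915102 in control 1 and control 2, and 42365244 and 40450112 in NRas+ 1 and NRas+ 2. The table holds 31952 genes, of which 81.8% were paired with a symbol. Several symbols are shared by paralogs, and the table does not tell which of them the study meant. In counts over a list, such a gene stands with the paralog that changed most in the direction the study shows. From these counts, genes with enough counts for a test were kept with edgeR's filterByExpr, which left 20099 genes, and libraries were scaled by TMM to CPM, the count relative to the scaled library total. The TMM factors were 0.878 and 1.41 for the controls and 0.861 and 0.942 for the NRas+ libraries. The groups were compared by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Because each library was amplified from small amounts of nuclear RNA, counts are not independent molecules, and a limit derived from counts covers counting error only. The floor taken for a gene with no reads was 3 counts.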

Scatterplots of technical replicates show reproducibility between the three independent experiments (Fig. S5). 

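On the scale of Fig. S5, the natural log of normalised counts plus 0.01, Pearson's r across the 26668 genes with a count in at least 1 library was 0.794 between the control libraries and 0.789 between the NRas+ libraries. Libraries of different conditions gave r between 0.767 and 0.805, the highest being control 2 with NRas+ 2. The mean r was 0.791 ± 0.00365 (SD, 2 pairs) within conditions and 0.783 ± 0.0187 (SD, 4 pairs) between conditions, a difference smaller than the spread between pairs. The choice that moved these values most was the rank correlation, which gave means of 0.914 within and 0.903 between conditions. These are correlations across genes, which are not independent replicates. Counts of libraries of one condition differed by more than counting noise, with a chi-square of 202.1 per gene for the controls and 64.5 per gene for NRas+, so no library is a copy of another. This does not tell technical from biological replicates.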

Differential expression analysis comparing active transcription in neutrophil nuclei of embryos with *NRas*-transformed melanocytes versus control embryos identified 194 upregulated genes and 144 downregulated genes with a statistical significance cut off of *P*<0.05 (Fig. 5B,C, Fig. S3, Table S1).

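At an adjusted p under 0.05 in edgeR's quasi-likelihood test, 26 genes were higher and 8 genes were lower in the NRas+ libraries than in the control libraries, out of 20099 genes tested. With the replicate number as a block, 7 genes were higher and none was lower. The counts do not tell which cells in the pulldown a change comes from. Nor do they separate the oncogene from the drug, since only the NRas+ larvae had mifepristone. At an unadjusted p under 0.05 the numbers were 1040 higher and 1233 lower. The count depended most on the test among those adjusted for multiple testing: DESeq2, the tool the paper names, called 234 genes higher and 146 lower without a fold-change prior, and these included all 26 and all 8 genes. In 42.3% of the genes both NRas+ libraries lay on one side of both controls, where chance gives 33.3%. A permutation of 2 libraries against 2 cannot go below a two-sided p of 0.333. The largest changes by adjusted p included krt93 (ENSDARG00000044976), a keratin gene with 301.4 ± 75.9 CPM in NRas+ (SD, n = 2) and no more than 3 counts in either control, which is at least 2700-fold higher (adjusted p = 8.15e-08 from edgeR's quasi-likelihood test). The keratin gene krt95 (ENSDARG00000014356) had 29.7 ± 0.998 CPM in NRas+ (SD, n = 2) and no count in the controls, at least 266-fold higher. Among the lower genes, MYLK (ENSDARG00000004753) fell from 139 ± 36.3 to 27.5 ± 9.41 CPM (SD, n = 2 each), and SOX9 (ENSDARG00000003293) from 136 ± 41.0 to 31.5 ± 5.02 CPM (SD, n = 2 each). Both calls were lost in the legacy quasi-likelihood fit and with the replicate block (adjusted p = 0.0863 for MYLK and 0.122 for SOX9), and that of SOX9 also with no filter on low counts. Of the 80 genes of the heat map in Fig. 5C, 78 could be tested and 76 changed in the direction shown. Over all 94 identifiers matched to these genes and tested, 90 did. Of these, 7 passed the threshold over all genes tested and 3 did with the block, and 73 passed when adjusted over the list alone, which is not independent evidence because the study chose the list on these libraries. From the differential expression, the paper identifies a set of upregulated and downregulated genes in neutrophils exposed to transformed melanocytes.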

The analysis of RNA sequencing (RNA-seq) datasets showed that a number of genes that may contribute to melanoma progression were upregulated in neutrophils upon engaging with transformed melanocytes. Those include mediators of tumour growth, angiogenesis and extracellular matrix (ECM) remodelling (Fig. 5D, Fig. S6), suggesting their potential pro-tumorigenic role in promoting progression to melanoma. In addition, we found significant enrichment for a number of factors involved in neutrophil migration, adhesion and cytoskeletal rearrangement as well as key factors involved in neutrophil biological processes (Fig. S6). 

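Of the 11 genes that the study carried forward to qPCR, all 11 had a higher count in NRas+ with a median log2 fold change of 2.69 (15 identifiers, from 0.91 to 8.99), and 4 passed the threshold over all genes tested, or 3 with the replicate block. The transcript of serpinb1l4 (ENSDARG00000096888) rose from 0.0835 ± 0.0923 to 33.1 ± 23.2 CPM (SD, n = 2 each), a log2 fold change of 8.99 (standard error 1.01, adjusted p = 8.29e-05 from edgeR's quasi-likelihood test), and the controls held only a few counts of it. The transglutaminase tgm1l3 (ENSDARG00000005913) rose from 3.03 ± 2.92 to 428 ± 60.9 CPM (SD, n = 2 each), a log2 fold change of 7.34 (standard error 0.64, adjusted p = 2.6e-06 from the same edgeR test). This gene was matched to the study's tgm1 as a synonym. Through it alone, tgm1 counts as passed here and in Fig. 5C and Fig. S6A, with or without the block. Of the genes named TGM1, ENSDARG00000101407 changed by 2.78 (adjusted p = 0.108), and by between 1.64 and 6.3 with 1 library left out. ENSDARG00000017799 changed by 3.50 (adjusted p = 0.414), and by between 1.64 and 8.27 with 1 library left out. One DUSP23 paralog (ENSDARG00000009844) rose by a log2 fold change of 3.80 (standard error 0.47, adjusted p = 4e-04), whereas the other (ENSDARG00000089245) changed by 0.91 (standard error 0.41, adjusted p = 0.403). The glutathione transferase gstp1.1 (ENSDARG00000103019), the symbol matched to gstp2, had a log2 fold change of 3.65 (standard error 0.62, adjusted p = 0.0154), which did not pass in the legacy fit (0.0513) or with the replicate block (0.133). One CAPN3 paralog (ENSDARG00000043035) had 1.14 ± 0.978 CPM in controls and 8.48 ± 2.63 in NRas+ (SD, n = 2 each) with an adjusted p of 0.144 from edgeR. The other (ENSDARG00000041864) changed by 1.21 (adjusted p = 0.792), and without NRas+ 2 its direction turned, to -6.98. With each library left out in turn, the log2 fold change of serpinb1l4 stayed between 7.79 and 10.61 and that of tgm1l3 between 6.41 and 8.78. The oncogene's own zebrafish counterpart, NRAS (ENSDARG00000038225), rose by 1.12 (standard error 0.45, adjusted p = 0.339 from edgeR).

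**Figure D1:**
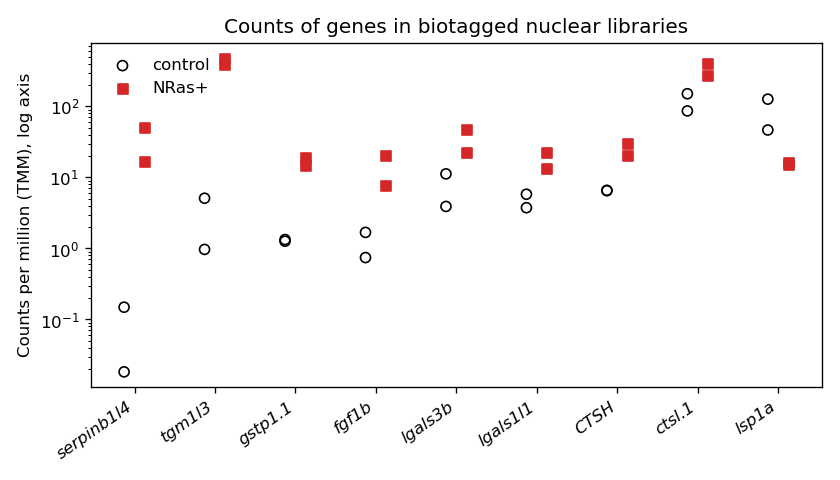
CPM (the count scaled by library size) after TMM scaling, on a log axis, of 9 genes in the 2 control libraries (open circles) and the 2 NRas+ libraries (red squares), 1 point per library. The NRas+ points lie above both controls for every gene shown except lsp1a, where both lie below.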

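Among the growth factors, fgf1b (ENSDARG00000042811) rose from 1.21 ± 0.664 to 13.6 ± 8.67 CPM (SD, n = 2 each), a log2 fold change of 3.35 (standard error 0.71) with an adjusted p of 0.0518 from edgeR's quasi-likelihood test, just outside the threshold. One FGF6 paralog (ENSDARG00000009351) rose from 2.30 ± 0.155 to 9.99 ± 1.95 CPM (SD, n = 2 each, adjusted p = 0.181), and the other (ENSDARG00000045856), at least 2.41-fold higher, had too few counts for a test. Cathepsin H (CTSH, ENSDARG00000041108) rose from 6.55 ± 0.0521 to 24.6 ± 6.69 CPM (SD, n = 2 each, adjusted p = 0.0832 from edgeR), and ctsl.1 (ENSDARG00000003902) had a log2 fold change of 1.49 (standard error 0.42, adjusted p = 0.153). The galectin 3 gene lgals3b (ENSDARG00000044001) had a log2 fold change of 2.12 (standard error 0.51, adjusted p = 0.0801) and the galectin 1 gene lgals1l1 (ENSDARG00000088711) one of 1.94 (standard error 0.52, adjusted p = 0.127). All of these genes were higher in both NRas+ libraries than in both controls, and each tested one passed the threshold with DESeq2. Without NRas+ 1, the log2 fold change of fgf1b was 2.54 and that of lgals3b 1.52. Without control 2, they were 4.21 and 3.17. Of the ECM genes of Fig. S6C, 2 are shown as higher and 9 as lower, and all 11 changed in the direction shown. The higher ones had a median log2 fold change of 1.70 and the lower ones of -1.77. Only lsp1a (ENSDARG00000027310) passed over all genes tested, falling from 86.6 ± 56.6 to 15.4 ± 0.953 CPM (SD, n = 2 each, adjusted p = 0.0298 from edgeR). Its log2 fold change of -2.48 became -1.6 without control 1, and the adjusted p was 0.0736 with no filter, 0.158 in the legacy fit and 0.137 with the replicate block, under which no gene of Fig. S6C passed. The paralog lsp1b (ENSDARG00000099385), which the name lsp1 also fits, changed by -1.23 (adjusted p = 0.259). Of the 11 genes, all 11 passed when adjusted over the list alone. This is not independent evidence, because the study chose the list on these libraries.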

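Of the 27 neutrophil and immune genes of Fig. S6A, 26 were tested, 25 were higher in NRas+, and 4 passed the threshold over all genes tested in edgeR's quasi-likelihood test, or 3 with the replicate block. When adjusted over the list alone 25 passed. The genes for migration, adhesion and cytoskeletal rearrangement in Fig. S6B gave no gene past the threshold over all genes tested in the same edgeR test. Of the 9 shown as higher, all 9 were higher, with log2 fold changes between 0.44 and 2.69 over the 12 identifiers matched to them, and 8 had an unadjusted p under 0.05. Of the 4 shown as lower, all 4 were lower, and 3 had an unadjusted p under 0.05, counting the CAPN5 paralog that fell (ENSDARG00000103317, -2.27). The other (ENSDARG00000069748) rose by 1.56, and changed by -0.58 without NRas+ 2. With DESeq2 without prior, genes of Fig. S6B did pass, among them actn3a (adjusted p = 0.014) and ccdc80 (0.0276). So did CAPN3 (ENSDARG00000043035, 0.0179) and CAPN5 (ENSDARG00000103317, 0.0268), whereas CD99L2 did not. The study chose both lists on these libraries, so these counts are not independent evidence. Some of their higher genes are also on the skeletal muscle list used below: actn3a, actn3b and acta1b of Fig. S6B, and trim63a of Fig. S6A. A neutrophil marker list fixed beforehand, of which 20 genes were tested, had a median log2 fold change of 0.35 and made up between 0.0378% and 0.067% of the counts of a library, with lyz (ENSDARG00000057789) between 3 and 12.6 CPM, whereas a skeletal muscle list made up between 21.1% and 42.3%. The changes in these libraries can therefore not be assigned to neutrophils from the counts. The camera test of limma gave it an adjusted p of 0.125, and 0.0396 over genes with at least 10 counts in every library, against 0.642 with the correlation estimated from the data and 0.763 with fry.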

To confirm the results of the RNA-seq analysis, we performed quantitative real-time PCR (qPCR) for a number of genes that were upregulated in the RNA-seq analysis. We detected an increase in *serpinb1l4* transcripts (Fig. 5D). SerpinB1 is an inhibitor of neutrophil serine proteases, including neutrophil granule proteins, elastase and cathepsin G (Benarafa et al., 2011). One potential mechanism by which neutrophils could eliminate transformed cells is by proteases stored in neutrophil granules. This data suggests that, instead, this mechanism is inhibited and neutrophils exhibit an immunosuppressive phenotype, allowing for melanocyte proliferation. We also detected an increase in members of the fibroblast growth factor (FGF) family, *fgf1* and *fgf6* (Fig. 5E,F), known to control cellular proliferation, survival, migration and differentiation. Uncontrolled FGF signalling, implicated in diverse tumour types, can drive tumorigenesis (Turner and Grose, 2010). Notably, we detect a statistically significant increase in cathepsin H (Fig. 5G). Cathepsins are a group of lysosomal proteinases or endopeptidases, of which different members can play a role in different tumorigenic processes, including proliferation, angiogenesis and metastasis (Tan et al., 2013). Furthermore, we see a statistically significant upregulation in members of the galectin family – *galectin 3* and *galectin 1* (Fig. 5H,I) – a group of proteins that bind β-galactoside and whose expression correlates with tumour development and invasiveness (Danguy et al., 2002). Other upregulated transcripts as confirmed by qPCR include *tgm*, *dusp23* and *calpain b* (Fig. 5J-L).

The prolonged exposure (21 days) to the progesterone agonist mifepristone has biological consequences at the level of gene expression in zebrafish larvae and adults (Bluthgen et al., 2013). To confirm that the transcriptional changes exhibited by the neutrophils were a direct result of oncogene-activated melanocytes rather than the 4-day exposure to mifepristone, nuclei pulldowns were carried out in mpx:BirA;bactin:Avi-Rangap fish. Embryos were grown to 24 hpf and mifepristone added to the E3 medium of the experimental batch, whereas control embryos were reared without mifepristone. Larvae were reared until 5 dpf, nuclear pulldowns performed and corresponding nuclear RNA pools extracted. Reverse transcription (RT)-qPCR assaying a number of candidate genes found to be upregulated in neutrophils upon the response to NRas activation in melanocytes was carried out. We found little or no change in transcript levels of *tgm1*, *fgf6a*, *fgf1*, *cathepsin L*, *gstp2*, *calpain b*, *galectin* *1*, *galectin* *3*, *dusp23*, *cathepsin H* and *serpinb14* upon the addition of mifepristone (Fig. S7A-K), suggesting that the results obtained after 4 days of exposure to mifepristone were a result of activation of *NRas*^Q61K^ rather than mifepristone exposure.

## DISCUSSION

Although progress has been made in understanding melanoma biology, the incidence of melanoma continues to increase and the prognosis for melanoma patients still remains poor (Anelli et al., 2009). Here, we report an inducible model to study the molecular mechanisms following oncogene activation in melanocytes that allows for the spatiotemporal control of oncogene expression in zebrafish melanocytes and thus the potential to study the earliest precursors of melanoma. Additionally, we have developed a binary model designed for regulatory nuclear profiling of myeloid cells. Coupled together, these systems provide the potential to understand the mechanisms by which macrophages and neutrophils may promote melanoma progression or conversely eliminate cancer cells as they establish themselves as the precursors of a tumour. Although not described in this study, the biotagging model can be extended to purification of ribosomes using the translating ribosomal affinity purification method (TRAP) based on the *in vivo* biotinylation of the Avi-tagged Rpl10 protein in zebrafish (Heiman et al., 2008; Trinh et al., 2017). A full understanding of the RNA landscape of neutrophils at the onset of melanoma would require both ribosomal and nuclear profiling to obtain the translated and active transcriptome, respectively (Trinh et al., 2017).

Importantly, in combination or as individual systems, both binary models presented in this study provide the potential to study different aspects of melanoma biology, including the transformation of melanocytes, myeloid immunity and immunotherapy. For example, the larval phenotype observed in this zebrafish melanoma model can provide a powerful platform for testing drug targets for preclinical testing of therapeutics. Because of the larval phenotype that we see, the mCherry-positive transformed cells can provide a direct biological readout in fast, easy-to-score chemical screens, aimed at finding compounds or drugs that may revert the overproliferation phenotype observed in melanocytes. Previous studies have shown that activated components of the Ras signalling pathway drive a tumour-promoting inflammatory response (Feng et al., 2010). However, these findings do not address the difference in the inflammatory response that different driver mutations may elicit. In our model, the same driver line can be crossed to multiple oncogene effector lines. This provides further opportunities to study mechanistic details of melanoma initiation and progression with different driver mutations.

In this proof-of-concept study, we chose to use this model system to profile the neutrophil response to *NRas*^Q61K^-oncogene-activated melanocytes using the *kita* driver. Neoplastic cells may only initiate tumour formation in the context of a supportive tumour microenvironment, largely influenced by myeloid cells. Although an immunosuppressive mechanism for neutrophils has been demonstrated in solid tumours, the role for neutrophils in tumour initiation largely remains to be explored. Although it is now accepted that tumour-associated neutrophils develop a pro-tumorigenic phenotype, largely driven by the presence of TGF-β, inhibition of TGF-β can modulate the cells to be tumouridical (Fridlender et al., 2009). In untreated tumours, neutrophils were reported to contribute to tumorigenesis by secreting factors that promote tumour growth, ECM remodelling and suppress the immune system (Galdiero et al., 2013). A study using a Tet-on inducible transgenic zebrafish line expressing oncogenic *KRas*^G12V^ in hepatocytes resulted in accelerated hepatocellular carcinoma (HCC) (Chew et al., 2014; Yan et al., 2017). The authors attributed the gender disparity of HCC, which occurs more frequently and aggressively in men than in women, to differences in cortisol levels, and reported a higher number of tumour-infiltrating neutrophils and macrophages in male zebrafish. After 7 days of doxycycline exposure in 3-month-old zebrafish, both infiltrating macrophages and neutrophils had a pro-tumour gene expression profile, although the effect was higher in male zebrafish than in their female counterparts (Yan et al., 2017).

We show here that neutrophils responding to early melanoma onset may provide an early source of Fgf1 and Fgf6. Given the multiple functional roles for FGF signalling in different tumours, the strong enrichment in FGF components in the neutrophils responding to oncogene-transformed melanocytes suggests a pro-tumorigenic role in promoting progression to melanoma. For example, uncontrolled FGF signalling in tumours can lead to both expansive tumour growth and progression to metastasis (Korc and Friesel, 2009). Furthermore, as FGF signalling can also promote angiogenesis, it is possible that the early role of FGFs in melanoma may be linked to angiogenesis, which not only promotes tumour growth but also the advancement from a pre-malignant to a malignant phenotype (Massi et al., 2010; Yang et al., 2015). In line with this interpretation, excessive angiogenesis, a hallmark of melanoma, and the progression from a radial growth phase to a vertical growth phase has been shown to require high angiogenic activity dependent on FGF1, FGF2 and VEGFA (Massi et al., 2010). In particular, FGF1 is a direct activator of phosphatidyl inositol 3-kinase (PI3K)-AKT signalling in endothelial cells known to initiate migration and invasion (Yang et al., 2015). These findings are particularly meaningful given that naturally targeting paracrine signalling in the form of growth and angiogenic factors is poised to provide exciting targets for cancer therapy.

Traditionally, cysteine cathepsin proteases are largely accepted as degradative enzymes of the lysosome. More recently, secreted cathepsins have emerged as potent effectors of multiple processes during tumour development, including the turnover and degradation of the ECM as well as processing or degradation of various growth factors, cytokines and chemokines. Consequently, cathepsins may promote tumour growth, tissue invasion and metastasis (Olson and Joyce, 2015). In a model of pancreatic islet carcinogenesis, deletion of cathepsin H significantly altered angiogenic switching of pre-malignant hyperplastic islets and ultimately a reduction in the number of tumours formed (Gocheva et al., 2010). Cathepsin H activity was largely attributed to macrophages in close proximity to the blood vessels (Gocheva et al., 2010). Here, we provide evidence that neutrophils may provide a source of cathepsin H in melanoma initiation.

Another interesting class of molecules implicated in tumour progression are the galectins, a family of lectin carbohydrate-binding proteins that function both intracellularly and extracellularly (Fortuna-Costa et al., 2014). Multiple examples exist in the literature for the role of galectins in tumour progression, including facilitating neoplastic transformation, tumour cell survival, angiogenesis and tumour metastasis (Liu and Rabinovich, 2005). Galectin 1, for example, increases cellular growth and exerts its effects by binding to the ECM as well as other cells (Liu and Rabinovich, 2005). In melanoma, galectin 1 has been thought to cause resistance of melanoma cells to cytotoxic stimuli and to enhance angiogenesis (Mathieu et al., 2012). Extracellular galectin 3 may influence tumour progression by impeding the endocytosis of key receptors, including TGFβ and EGF, while at the same time inducing endocytosis of β1 integrins (Furtak et al., 2001; Partridge et al., 2004). Extracellular galectin 3 secreted by tumour cells has also been shown to induce angiogenesis (Liu and Rabinovich, 2005). Furthermore, since galectins are expressed by immune cells, both intracellular and extracellular galectins may serve to regulate immune cell function (Liu and Rabinovich, 2005). Galectin 1 inhibits the release of inflammatory mediators by neutrophils and reduces transendothelial migration of the cells in response to inflammatory stimuli (Liu and Rabinovich, 2005; La et al., 2003). Therefore, targeting galectins derived from neutrophils in benign neoplasms may serve to prevent malignant transformation by promoting a pro-inflammatory environment. Galectin 3, on the other hand, can function as a chemokine attracting both monocytes and macrophages (Sano et al., 2000). In this capacity, galectin 3 may facilitate tumour progression driven by macrophages.

The zebrafish embryo has previously been used as a model organism to study the interactions between macrophages and neutrophils and oncogene-transformed melanocytes and goblet cells using a *kita:HRas*^G12V^ transgenic line (Feng et al., 2010). This study revealed a recruitment of both neutrophils and macrophages to oncogene-transformed cells. The authors reported frequent cytoplasmic tethers between the immune cells and transformed cells, including neutrophils, as well as phagocytosis of transformed cells by macrophages (Feng et al., 2010). In agreement with this data, we show, at the transcriptional level, an upregulation in signalling molecules involved in cell migration as well as cytoskeletal reorganisation in neutrophils.

In conclusion, we developed a double binary transgenic system for studying the myeloid response to the earliest precursors of melanoma and demonstrated it as a powerful resource, offering exciting potential to reveal inflammatory mediators that may contribute to tumour promotion and progression. This unbiased, genome-wide approach, carried out at the earliest stages of somatic cell transformation *in vivo*, is currently the only study of its kind. The ensuing gene set provides a list of interesting pathways and specific candidates to explore further in human melanoma biology. The results described here contribute to the growing body of evidence that suggests a tumour-promoting role of neutrophils in cancer biology and provides insight into the mechanisms by which neutrophils can be harnessed for immunotherapy.

## MATERIALS AND METHODS

### Zebrafish maintenance and strains

This study was carried out in compliance with local ethical approval from the University of Oxford (UK) and using procedures authorised by the UK Home Office in accordance with UK law (Animals Scientific Procedures Act 1986). Zebrafish were maintained as described previously (Westerfield, 2000). Wild-type embryos for transgenesis were obtained from AB or AB/TL mix strains.

### Transgenic fish line generation and maintenance

The pDs(cry:ECFP-LexOP:Cherry) construct was a kind gift from Dr Alexander Emelyanov and Dr Sergey Parinov (Emelyanov and Parinov, 2008). pCrysβ:ECFP-LexOP:mCherry-NRas^Q61K^, pCrysβ:ECFP-LexOP:mCherry-HRas^G12V^ and Crysβ:ECFP-LexOP:Cherry-KRas^G12V^ were cloned by In-Fusion cloning (Clontech, cat. no. 638909) using pBabe-NRas 61K (plasmid #12543; Addgene), mEGFP-HRas^G12V^ (plasmid #18666; Addgene) and pEFm.6 HA-KRas^v12^ (a gift from Prof. Xin Lu, Ludwig Institute for Cancer Research Oxford, Oxford, UK) were used as donor vectors. The optimised open reading frame (ORF) of the LexPR transactivator, which eliminates all putative donor and acceptor sites that could interfere with proper production of the *LexPR* transcript, was synthesised based on the coding sequence obtained from Dr Parinov (Temasek Life Sciences Laboratory, National Institute of Singapore, Singapore) and assembled using G-Blocks (Integrated DNA Technologies, BVBA, Leuven, Belgium). pGEM LexPR-2A-Cerulean-SV40pA-FRT-Kan-FRT donor plasmid for BAC transgenesis was cloned by In-Fusion cloning. pGEM BirA-2A-Citrine-SV40pA-FRT-Kan-FRT donor plasmid for BAC transgenesis was cloned by fusion PCR of HA-BirA-2A amplified from PMT-HA-BirA-2A-mCherryRas (Trinh et al., 2017) and inserted into pGEM-GFP-SV40pA-FRT-Kan-FRT where the GFP ORF was been replaced with Citrine. All plasmids generated for the purposes of this study are listed in Table S2 and available from Addgene (https://www.addgene.org/Tatjana_Sauka-Spengler/).

The *TgBAC(mpeg1:BirA-Citrine)^ox122^* and *TgBAC(kita/mitfa:LexPR-Cerulean)^ox123/ox124^* transgenic lines were generated by BAC-mediated transgenesis as previously described (Trinh et al., 2017). Briefly, PCR-amplified BirA-2A-Citrine-SV40pA-FRT-Kan-FRT and LexPR-2A-Cerulean-SV40pA-FRT-Kan-FRT cassettes were recombined into the first coding exon of a driver gene within the corresponding BAC clone (macrophage-specific *mpeg1* gene, and melanocyte-specific *mitfa* or *kita*, respectively). In a second recombination step, an iTol2-Ampicillin cassette (provided by Prof. Kawakami, National Institute of Genetics, Mishima, Japan) was introduced into the BAC backbone as previously published (Suster et al., 2011; Bussmann and Schulte-Merker, 2011). Wild-type embryos were injected at the one-cell stage with 200 ng/μl of purified BAC DNA and 100 ng/μl *tol2* transposase mRNA. Putative founders were outcrossed to wild-type fish and offspring screened for Citrine or Cerulean expression, in combination with PCR amplification of the transgene when expression levels were low. The full list of zebrafish transgenic lines generated and used in this study can be found in Table S3.

In transgenic embryos harbouring both a transactivation driver and oncogene effector allele, melanocyte-specific expression of mCherry–Ras-oncogene was activated by addition of 1 μM mifepristone (Sigma, cat. no. M8046) to the E3 medium and changed daily.

### Whole-mount immunofluorescence and imaging

Embryos/larvae were fixed in 4% PFA in phosphate buffered saline (PBS) (0.1 M, pH 7.4) for 1 h at room temperature (RT). Embryos were bleached (3% H_2_O_2_, 0.8% KOH and 0.5% Tween20) and post-fixed in 4% PFA in PBS for 1 h at RT. Embryos were then rinsed 3×15 min in PBT (2% DMSO, 0.5% Triton in PBS) and incubated in block solution (10% donkey serum in PBT) for 2 h at RT, followed by incubation with primary antibody (1:300 in block solution) overnight (O/N) at 4°C. Embryos/larvae were then washed 3-5 times for 1 h at RT, followed by an O/N wash at 4°C in PBT and then incubated with secondary antibody (1:1000 in PBT). Embryos were then washed 6-8 times for 1 h at RT+O/N at 4°C in PBT. The primary antibody used to detect neutrophils was rabbit anti-mpx (GeneTex, cat. no. GTX128379) and the secondary antibody used was Alexa-Fluor-488-conjugated anti-rabbit IgG (Life Technologies, cat. no. R37116). For amplification of mCherry signal we used Living Colors^®^ mCherry Monoclonal Antibody (1:200) (Clontech, cat. no. 632543) as primary and Alexa-Fluor-568-conjugated goat anti-mouse IgG (H+L) (Life Technologies, cat. no. A-11004) as secondary antibody. For quantification of melanocytes, the far-red nuclear counterstain RedDot1 (Cambridge Biosciences, BT40060) was used. Images of stained embryos/larvae were taken on an inverted Zeiss 780 confocal microscope or captured using the Zeiss Z1 Light Sheet microscope.

### Tail transection

At 3 dpf, larvae were anaesthetised with 0.02% 3-amino benzoic acidethylester (Tricaine) in E3 medium and tail transection was performed with a sterile scalpel.

### ‘Biotagged’ nuclei isolation

For nuclei isolation, zebrafish embryos were anaesthetised with 0.01% Tricaine and cranial regions dissected away from anterior yolk sac and ICM. Embryos were washed in hypotonic buffer H [20 mM HEPES (pH 7.9), 15 mM MgCl_2_, 10 mM KCl, 1 mM DTT and 1× complete protease inhibitor (Roche)] and subsequently re-suspended in 500 μl of buffer H. From here, nuclei isolation was carried out as previously described (Deal and Henikoff, 2010; Trinh et al., 2017). Following isolation, nuclei-beads were re-suspended in RNA lysis buffer from RNAqueous^®^-Micro Kit (Life Technologies, cat. no. AM1931).

### RNA extraction, library preparation and RNA-seq analysis

Total nuclear RNA was extracted using RNAqueous^®^-Micro Kit according to the manufacturer's instructions. RNA integrity was checked with an RNA Pico chip (Agilent Technologies, cat. no. 5067-1513) using the Agilent 2100 Bioanalyzer.

cDNA was synthesised and amplified from 100 pg to 1 ng of input RNA using SMART-seq™ v4 ultra-low input kit for RNA (Clontech Laboratories, cat. nos 634888, 634889, 634890, 634891, 634892, 634893 and 634894). Sequencing libraries were prepared using the Nextera XT DNA library preparation kit and NGS was performed on a NextSeq500 platform using a NextSeq™500 150 cycle High Output Kit (Illumina, cat. no. FC-404-1002) to generate 80-basepair paired end reads.

### RNA-seq analysis

Read quality was evaluated using FastQC (Andrews, 2011). Reads were mapped to the ‘Jul. 2014 Zv10/danRer10 assembly’ version of the zebrafish genome using STAR (v.2.4.2a) splice-aware aligner (Dobin et al., 2013). Count tables were generated using subread FeatureCounts (v1.4.5-p1q), with standard parameters (Liao et al., 2014). Differential expression was carried out using DESeq2 R package (Love et al., 2014). Data generated in this study were submitted to GEO (GSE96534).

### Quantitative PCR

RNA extraction and cDNA synthesis were carried out using the RNAqueous^®^-Micro Kit (Life Technologies, cat. no. AM1931) and Superscript III Reverse Transcriptase (Invitrogen, cat. no. 18080093), respectively. Quantitative PCR was performed using Fast SYBR Green Master Mix (Applied Biosystems, cat. no. 4385612) on a 7500 Fast Real-Time PCR system (Applied Biosystems). Gene-specific primers were used for tgm (5′-TGCGATTATGACTGCAAGCA-3′ and 3′-TCCAGCACTTCATCAGGTCA), fgf6a (5′-GCCAGACGGAAGGATAAACG-3′ and 3′-GACAAACAGCCCGCTTTTCA-5′), fgf1 (5′-AAAGCAGTGAAAGCAGGAGT-3′ and 3′-AGAAACACTCTTCATTCAGCACA-5′), cathepsin l (5′-CTGCTGCTTTTCTGGCTGTT-3′ and 3′-ACGGTGTGACTCTTCCTCTG-5′), gstp2 (5′-TCTCTTTGGACAGCTGCCTA-3′ and 3′-CGTTCTTTCCATACGCACCA-5′), calpain b (5′-AGCTCAGGACTCCTCTCTCT-3′ and 3′-CCTTGGCAGATGTCAGTCCT-5′), galectin 3 (5′-GACAGCCTGGACAACTGACT-3′ and 3′-AGAGGGAAATCAAGTGGCAC-5′), galectin 1 (5′-TGTGCTTATACAGAATATGGCCT-3′ and 3′-GCGATGTCTTCAGAGCTGTT-5′), serpinb1l4 (5′-CTCGGTGCCAAAGGAAACAC-3′ and 3′-CCATTTGGGCTTCTGGGTTG-5′), cathepsin H (5′-CGTTGTACACCGAGGAAGATG-3′ and 3′-GGTCAATCCTCTTCTTGTTCTCC-5′) and dusp23 (5′-CGAGTCGCAGTCAAATCCTG-3′ and 3′-CGTCCTGCCGTGACCATG-5′). Expression levels were normalised to β-actin.

### Statistical analysis

Graphs and statistical analyses were generated by GraphPad prism, version 6. For quantification of the melanocytes and neutrophils, statistical significance was determined by two-tailed unpaired Student's *t*-test with Welch's correction. The following *P*-values are indicated in the figures: not significant, *P>*0.05; **P<0.01; ****P<0.0001.

## Supplementary Material

Supplementary information

## References

[DMM030056C1] AkitakeC. M., MacurakM., HalpernM. E. and GollM. G. (2011). Transgenerational analysis of transcriptional silencing in zebrafish. 352, 191-201. 10.1016/j.ydbio.2011.01.002PMC306595521223961

[DMM030056C2] AndrewsS. (2011). *FastQC—a quality control tool for high throughput sequence data* [Online] Babraham Bioinformatics. Available: http://www.bioinformatics.babraham.ac.uk/projects/fastqc/.

[DMM030056C3] AnelliV., SantorielloC., DistelM., KösterR. W., CiccarelliF. D. and MioneM. (2009). Global repression of cancer gene expression in a zebrafish model of melanoma is linked to epigenetic regulation. 6, 417-424. 10.1089/zeb.2009.061220047469

[DMM030056C4] BenarafaC., LecuyerT. E., BaumannM., StolleyJ. M., CremonaT. P. and Remold-O'donnellE. (2011). SerpinB1 protects the mature neutrophil reserve in the bone marrow. 90, 21-29. 10.1189/jlb.0810461PMC311459921248149

[DMM030056C5] BennettC. M., KankiJ. P., RhodesJ., LiuT. X., PawB. H., KieranM. W., LangenauD. M., Delahaye-BrownA., ZonL. I., FlemingM. D.et al. (2001). Myelopoiesis in the zebrafish, Danio rerio. 98, 643-651. 10.1182/blood.V98.3.64311468162

[DMM030056C6] BlairG. E. and CookG. P. (2008). Cancer and the immune system: an overview. 27, 5868 10.1038/onc.2008.27718836467

[DMM030056C7] BluthgenN., SumpterJ. P., OdermattA. and FentK. (2013). Effects of low concentrations of the antiprogestin mifepristone (RU486) in adults and embryos of zebrafish (Danio rerio): 2. Gene expression analysis and in vitro activity. 144-145, 96-104. 10.1016/j.aquatox.2013.09.03024177212

[DMM030056C8] BussmannJ. and Schulte-MerkerS. (2011). Rapid BAC selection for tol2-mediated transgenesis in zebrafish. 138, 4327-4332. 10.1242/dev.06808021865323

[DMM030056C9] CeolC. J., HouvrasY., WhiteR. M. and ZonL. I. (2008). Melanoma biology and the promise of zebrafish. 5, 247-255. 10.1089/zeb.2008.0544PMC278493419133823

[DMM030056C10] ChewT. W., LiuX. J., LiuL., SpitsbergenJ. M., GongZ. and LowB. C. (2014). Crosstalk of Ras and Rho: activation of RhoA abates Kras-induced liver tumorigenesis in transgenic zebrafish models. 33, 2717-2727. 10.1038/onc.2013.24023812423

[DMM030056C11] DanguyA., CambyI. and KissR. (2002). Galectins and cancer. 1572, 285-293. 10.1016/S0304-4165(02)00315-X12223276

[DMM030056C12] de BoerE., RodriguezP., BonteE., KrijgsveldJ., KatsantoniE., HeckA., GrosveldF. and StrouboulisJ. (2003). Efficient biotinylation and single-step purification of tagged transcription factors in mammalian cells and transgenic mice. 100, 7480-7485. 10.1073/pnas.1332608100PMC16461212802011

[DMM030056C13] de VisserK. E., EichtenA. and CoussensL. M. (2006). Paradoxical roles of the immune system during cancer development. 6, 24-37. 10.1038/nrc178216397525

[DMM030056C14] DealR. B. and HenikoffS. (2010). A simple method for gene expression and chromatin profiling of individual cell types within a tissue. 18, 1030-1040. 10.1016/j.devcel.2010.05.013PMC290538920627084

[DMM030056C15] DobinA., DavisC. A., SchlesingerF., DrenkowJ., ZaleskiC., JhaS., BatutP., ChaissonM. and GingerasT. R. (2013). STAR: ultrafast universal RNA-seq aligner. 29, 15-21. 10.1093/bioinformatics/bts635PMC353090523104886

[DMM030056C16] DoveyM., WhiteR. M. and ZonL. I. (2009). Oncogenic NRAS cooperates with p53 loss to generate melanoma in zebrafish. 6, 397-404. 10.1089/zeb.2009.0606PMC294321619954345

[DMM030056C17] EllettF., PaseL., HaymanJ. W., AndrianopoulosA. and LieschkeG. J. (2011). mpeg1 promoter transgenes direct macrophage-lineage expression in zebrafish. 117, e49-e56. 10.1182/blood-2010-10-314120PMC305647921084707

[DMM030056C18] EmelyanovA. and ParinovS. (2008). Mifepristone-inducible LexPR system to drive and control gene expression in transgenic zebrafish. 320, 113-121. 10.1016/j.ydbio.2008.04.04218544450

[DMM030056C19] EmelyanovA., GaoY., NaqviN. I. and ParinovS. (2006). Trans-kingdom transposition of the maize dissociation element. 174, 1095-1104. 10.1534/genetics.106.061184PMC166708116951067

[DMM030056C20] EngblomC., PfirschkeC. and PittetM. J. (2016). The role of myeloid cells in cancer therapies. 16, 447-462. 10.1038/nrc.2016.5427339708

[DMM030056C21] FengY., SantorielloC., MioneM., HurlstoneA. and MartinP. (2010). Live imaging of innate immune cell sensing of transformed cells in zebrafish larvae: parallels between tumor initiation and wound inflammation. 8, e1000562 10.1371/journal.pbio.1000562PMC300190121179501

[DMM030056C22] FengY., RenshawS. and MartinP. (2012). Live imaging of tumor initiation in zebrafish larvae reveals a trophic role for leukocyte-derived PGE(2). 22, 1253-1259. 10.1016/j.cub.2012.05.010PMC339841422658594

[DMM030056C23] Fortuna-CostaA., GomesA. M., KozlowskiE. O., StellingM. P. and PavaoM. S. (2014). Extracellular galectin-3 in tumor progression and metastasis. 4, 138 10.3389/fonc.2014.00138PMC405881724982845

[DMM030056C24] FridlenderZ. G., SunJ., KimS., KapoorV., ChengG., LingL., WorthenG. S. and AlbeldaS. M. (2009). Polarization of tumor-associated neutrophil phenotype by TGF-beta: “N1” versus “N2” TAN. 16, 183-194. 10.1016/j.ccr.2009.06.017PMC275440419732719

[DMM030056C25] FurtakV., HatcherF. and OchiengJ. (2001). Galectin-3 mediates the endocytosis of beta-1 integrins by breast carcinoma cells. 289, 845-850. 10.1006/bbrc.2001.606411735123

[DMM030056C26] GaldieroM. R., BonavitaE., BarajonI., GarlandaC., MantovaniA. and JaillonS. (2013). Tumor associated macrophages and neutrophils in cancer. 218, 1402-1410. 10.1016/j.imbio.2013.06.00323891329

[DMM030056C27] GochevaV., ChenX., PetersC., ReinheckelT. and JoyceJ. A. (2010). Deletion of cathepsin H perturbs angiogenic switching, vascularization and growth of tumors in a mouse model of pancreatic islet cell cancer. 391, 937-945. 10.1515/bc.2010.080PMC312666720731543

[DMM030056C28] GollM. G., AndersonR., StainierD. Y. R., SpradlingA. C. and HalpernM. E. (2009). Transcriptional silencing and reactivation in transgenic zebrafish. 182, 747-755. 10.1534/genetics.109.102079PMC271015619433629

[DMM030056C29] HeimanM., SchaeferA., GongS., PetersonJ. D., DayM., RamseyK. E., Suárez-FariñasM., SchwarzC., StephanD. A., SurmeierD. J.et al. (2008). A translational profiling approach for the molecular characterization of CNS cell types. 135, 738-748. 10.1016/j.cell.2008.10.028PMC269682119013281

[DMM030056C30] KelshR. N., BrandM., JiangY. J., HeisenbergC. P., LinS., HaffterP., OdenthalJ., MullinsM. C., van EedenF. J., Furutani-SeikiM.et al. (1996). Zebrafish pigmentation mutations and the processes of neural crest development. 123, 369-389.10.1242/dev.123.1.3699007256

[DMM030056C31] KelshR. N., HarrisM. L., ColanesiS. and EricksonC. A. (2009). Stripes and belly-spots -- a review of pigment cell morphogenesis in vertebrates. 20, 90-104. 10.1016/j.semcdb.2008.10.001PMC274443718977309

[DMM030056C32] KenyonA., GavriouchkinaD., ZormanJ., NapolitaniG., CerundoloV. and Sauka-SpenglerT. (2017). Active nuclear transcriptome analysis reveals inflammasome-dependent mechanism for early neutrophil response to Mycobacterium marinum. 7, 6505 10.1038/s41598-017-06099-xPMC552937128747644

[DMM030056C33] KorcM. and FrieselR. E. (2009). The role of fibroblast growth factors in tumor growth. 9, 639-651. 10.2174/156800909789057006PMC366492719508171

[DMM030056C34] LaM., CaoT. V., CerchiaroG., ChiltonK., HirabayashiJ., KasaiK., OlianiS. M., ChernajovskyY. and PerrettiM. (2003). A novel biological activity for galectin-1: inhibition of leukocyte-endothelial cell interactions in experimental inflammation. 163, 1505-1515. 10.1016/S0002-9440(10)63507-9PMC186829714507657

[DMM030056C35] LiaoY., SmythG. K. and ShiW. (2014). featureCounts: an efficient general purpose program for assigning sequence reads to genomic features. 30, 923-930. 10.1093/bioinformatics/btt65624227677

[DMM030056C36] LiuF.-T. and RabinovichG. A. (2005). Galectins as modulators of tumour progression. 5, 29-41. 10.1038/nrc152715630413

[DMM030056C37] LoveM. I., HuberW. and AndersS. (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. 15, 550 10.1186/s13059-014-0550-8PMC430204925516281

[DMM030056C38] MassiD., LandriscinaM., PiscazziA., CosciE., KirovA., PaglieraniM., di SerioC., MourmourasV., FumagalliS., BiagioliM.et al. (2010). S100A13 is a new angiogenic marker in human melanoma. 23, 804-813. 10.1038/modpathol.2010.54PMC288215720208480

[DMM030056C39] MathieuV., de LassalleE. M., ToelenJ., MohrT., BellahcèneA., van GoietsenovenG., VerschuereT., BouzinC., DebyserZ., de VleeschouwerS.et al. (2012). Galectin-1 in melanoma biology and related neo-angiogenesis processes. 132, 2245-2254. 10.1038/jid.2012.14222622427

[DMM030056C40] MichailidouC., JonesM., WalkerP., KamarashevJ., KellyA. and HurlstoneA. F. L. (2009). Dissecting the roles of Raf- and PI3K-signalling pathways in melanoma formation and progression in a zebrafish model. 2, 399-411. 10.1242/dmm.00114919470611

[DMM030056C41] NguyenA. T., EmelyanovA., KohC. H. V., SpitsbergenJ. M., ParinovS. and GongZ. (2012). An inducible kras(V12) transgenic zebrafish model for liver tumorigenesis and chemical drug screening. 5, 63-72. 10.1242/dmm.008367PMC325554421903676

[DMM030056C42] OlsonO. C. and JoyceJ. A. (2015). Cysteine cathepsin proteases: regulators of cancer progression and therapeutic response. 15, 712-729. 10.1038/nrc402726597527

[DMM030056C43] ParichyD. M. (2006). Evolution of danio pigment pattern development. 97, 200-210. 10.1038/sj.hdy.680086716835593

[DMM030056C44] PartridgeE. A., le RoyC., di GuglielmoG. M., PawlingJ., CheungP., GranovskyM., NabiI. R., WranaJ. L. and DennisJ. W. (2004). Regulation of cytokine receptors by Golgi N-glycan processing and endocytosis. 306, 120-124. 10.1126/science.110210915459394

[DMM030056C45] PattonE. E., WidlundH. R., KutokJ. L., KopaniK. R., AmatrudaJ. F., MurpheyR. D., BerghmansS., MayhallE. A., TraverD., FletcherC. D. M.et al. (2005). BRAF mutations are sufficient to promote nevi formation and cooperate with p53 in the genesis of melanoma. 15, 249-254. 10.1016/j.cub.2005.01.03115694309

[DMM030056C46] RawlsJ. F., MellgrenE. M. and JohnsonS. L. (2001). How the zebrafish gets its stripes. 240, 301-314. 10.1006/dbio.2001.041811784065

[DMM030056C47] RenshawS. A., LoynesC. A., TrushellD. M. I., ElworthyS., InghamP. W. and WhyteM. K. B. (2006). A transgenic zebrafish model of neutrophilic inflammation. 108, 3976-3978. 10.1182/blood-2006-05-02407516926288

[DMM030056C48] SanoH., HsuD. K., YuL., ApgarJ. R., KuwabaraI., YamanakaT., HirashimaM. and LiuF.-T. (2000). Human galectin-3 is a novel chemoattractant for monocytes and macrophages. 165, 2156-2164. 10.4049/jimmunol.165.4.215610925302

[DMM030056C49] SantorielloC., GennaroE., AnelliV., DistelM., KellyA., KösterR. W., HurlstoneA. and MioneM. (2010). Kita driven expression of oncogenic HRAS leads to early onset and highly penetrant melanoma in zebrafish. 5, e15170 10.1371/journal.pone.0015170PMC300081721170325

[DMM030056C50] SternH. M. and ZonL. I. (2003). Cancer genetics and drug discovery in the zebrafish. 3, 533-539. 10.1038/nrc112612835673

[DMM030056C51] SusterM. L., AbeG., SchouwA. and KawakamiK. (2011). Transposon-mediated BAC transgenesis in zebrafish. 6, 1998-2021. 10.1038/nprot.2011.41622134125

[DMM030056C52] TanG.-J., PengZ.-K., LuJ.-P. and TangF.-Q. (2013). Cathepsins mediate tumor metastasis. 4, 91-101. 10.4331/wjbc.v4.i4.91PMC385631124340132

[DMM030056C53] TrinhL. A., Chong-MorrisonV., GavriouchkinaD., Hochgreb-HägeleT., SenanayakeU., FraserS. E. and Sauka-SpenglerT. (2017). Biotagging of specific cell populations in Zebrafish reveals gene regulatory logic encoded in the nuclear transcriptome. 19, 425-440. 10.1016/j.celrep.2017.03.045PMC540077928402863

[DMM030056C54] TurnerN. and GroseR. (2010). Fibroblast growth factor signalling: from development to cancer. 10, 116-129. 10.1038/nrc278020094046

[DMM030056C55] ValloneD., SantorielloC., GondiS. B. and FoulkesN. S. (2007). Basic protocols for zebrafish cell lines: maintenance and transfection. 362, 429-441. 10.1007/978-1-59745-257-1_3517417032

[DMM030056C56] WesterfieldM. (2000). . Eugene, OR, USA: University of Oregon Press.

[DMM030056C57] WhiteR., RoseK. and ZonL. (2013). Zebrafish cancer: the state of the art and the path forward. 13, 624-636. 10.1038/nrc3589PMC604089123969693

[DMM030056C58] WilliamsC. B., YehE. S. and SoloffA. C. (2016). Tumor-associated macrophages: unwitting accomplices in breast cancer malignancy. 2, 15025.10.1038/npjbcancer.2015.25PMC479427526998515

[DMM030056C59] YanC., YangQ. and GongZ. (2017). Tumor-associated neutrophils and macrophages promote gender disparity in hepatocellular carcinoma in zebrafish. 77, 1395-1407. 10.1158/0008-5472.CAN-16-220028202512

[DMM030056C60] YangG.-W., JiangJ.-S. and LuW.-Q. (2015). Ferulic acid exerts anti-angiogenic and anti-tumor activity by targeting fibroblast growth factor receptor 1-mediated angiogenesis. 16, 24011-24031. 10.3390/ijms161024011PMC463273526473837

# Supplementary material for: Generation of a double binary transgenic zebrafish model to study myeloid gene regulation in response to oncogene activation in melanocytes
**Source:** Dis Model Mech. 2018 Apr 6;11(4):dmm030056. doi: 10.1242/dmm.030056
**Supplement:** Supplementary information

**Table S1.** dataset\_melan\_nutri\_S1.xlsx[Click here to Download Table S1](#)

|                                                        |
|--------------------------------------------------------|
| pCrysβ:ECFP-LexOP:mCherry-NRasK61Q                     |
| pCrysβ:ECFP-LexOP:mCherry-HrasG12V                     |
| pCrysβ:ECFP-LexOP:Cherry-KrasG12V                      |
| pCR-II-TOPO-mitfa_LexPR-2A-Cerulean-SV40pA-FRT-Kan-FRT |
| pCR-II-TOPO-kita_LexPR-2A-Cerulean-SV40pA-FRT-Kan-FRT  |
| pGEM BirA-2A-Citrine-SV40pA-FRT-Kan-FRT                |

**Table S2.** List of plasmids generated for the purpose of this study available from Addgene

| Transgenic line annotation                                                    | Allele | Abbreviation                           | Description                          |
|-------------------------------------------------------------------------------|--------|----------------------------------------|--------------------------------------|
| *TgBAC(mpx:BirA-Citrine) <sup>ox121</sup>                                     | ox121  | mpx:BirA-Citrine                       | Neutrophil BirA driver               |
| TgBAC(mpeg1:BirA-Citrine) <sup>ox122</sup>                                    | ox122  | mpeg1:BirA-Citrine                     | Macrophage BirA driver               |
| TgBAC(kita:LexPR-Cerulean) <sup>ox123</sup>                                   | ox123  | kita:LexPR-Cerulean                    | Melanocyte LexPR driver              |
| TgBAC(mitfa:LexPR-Cerulean) <sup>ox124</sup>                                  | ox124  | mitfa:LexPR-Cerulean                   | Melanocyte LexPR driver              |
| Tg(Crysβ:ECFP, LexOP:mCherry-NRas <sup>K61Q</sup> ) <sup>ox125</sup>          | ox125  | LexOP:mCherry-NRas <sup>K61Q</sup>     | NRas effector                        |
| Tg(Crysβ:ECFP, LexOP:mCherry-Hras <sup>G12V</sup> ) <sup>ox126</sup>          | ox126  | LexOP:mCherry-HRas <sup>G12V</sup>     | HRas effector                        |
| Tg(Crysβ:ECFP, LexOP:mCherry-Kras <sup>G12V</sup> ) <sup>ox127</sup>          | ox127  | LexOP:mCherry-KRas <sup>G12V</sup>     | KRas effector                        |
| Tg(kita:LexPR-Cerulean;LexOP:mCherry-NRas <sup>K61Q</sup> ) <sup>ox129</sup>  | ox129  | kita:LexPR;LexOP:NRas <sup>K61Q</sup>  | NRas – kita transformed melanocytes  |
| Tg(mitfa:LexPR-Cerulean;LexOP:mCherry-NRas <sup>K61Q</sup> ) <sup>ox130</sup> | ox130  | mitfa:LexPR;LexOP:NRas <sup>K61Q</sup> | NRas – mitfa transformed melanocytes |
| Tg(kita:LexPR-Cerulean;LexOP:mCherry-HRas <sup>G12V</sup> ) <sup>ox131</sup>  | ox131  | kita:LexPR;LexOP:HRas                  | HRas – kita transformed melanocytes  |
| Tg(kita:LexPR-Cerulean;LexOP:mCherry-KRas <sup>G12V</sup> ) <sup>ox132</sup>  | ox132  | kita:LexPR;LexOP:KRas                  | KRas – kita transformed melanocytes  |
| *Tg(bactin:Avi-Cerulean-Rangap) <sup>ct700a</sup>                             | ct700a | bactin:Avi-Cerulean-Rangap             | Nuclear envelope Avi-Rangap effector |
| TgBAC(mpx:BirA-Citrine;bactin:Avi-Cerulean-Rangap) <sup>ox125</sup>           | ox128  | mpx:BirA;bactin:Avi-Rangap             | Biotagged neutrophil nuclei          |
| TgBAC(mpeg1:BirA-Citrine;bactin:Avi-Cerulean-Rangap) <sup>ox133</sup>         | ox133  | mpeg1:BirA;bactin:Avi-Rangap           | Biotagged macrophage nuclei          |

**Table S3.** Zebrafish transgenic lines used in this study. Two previously generated lines are marked with an asterisk.

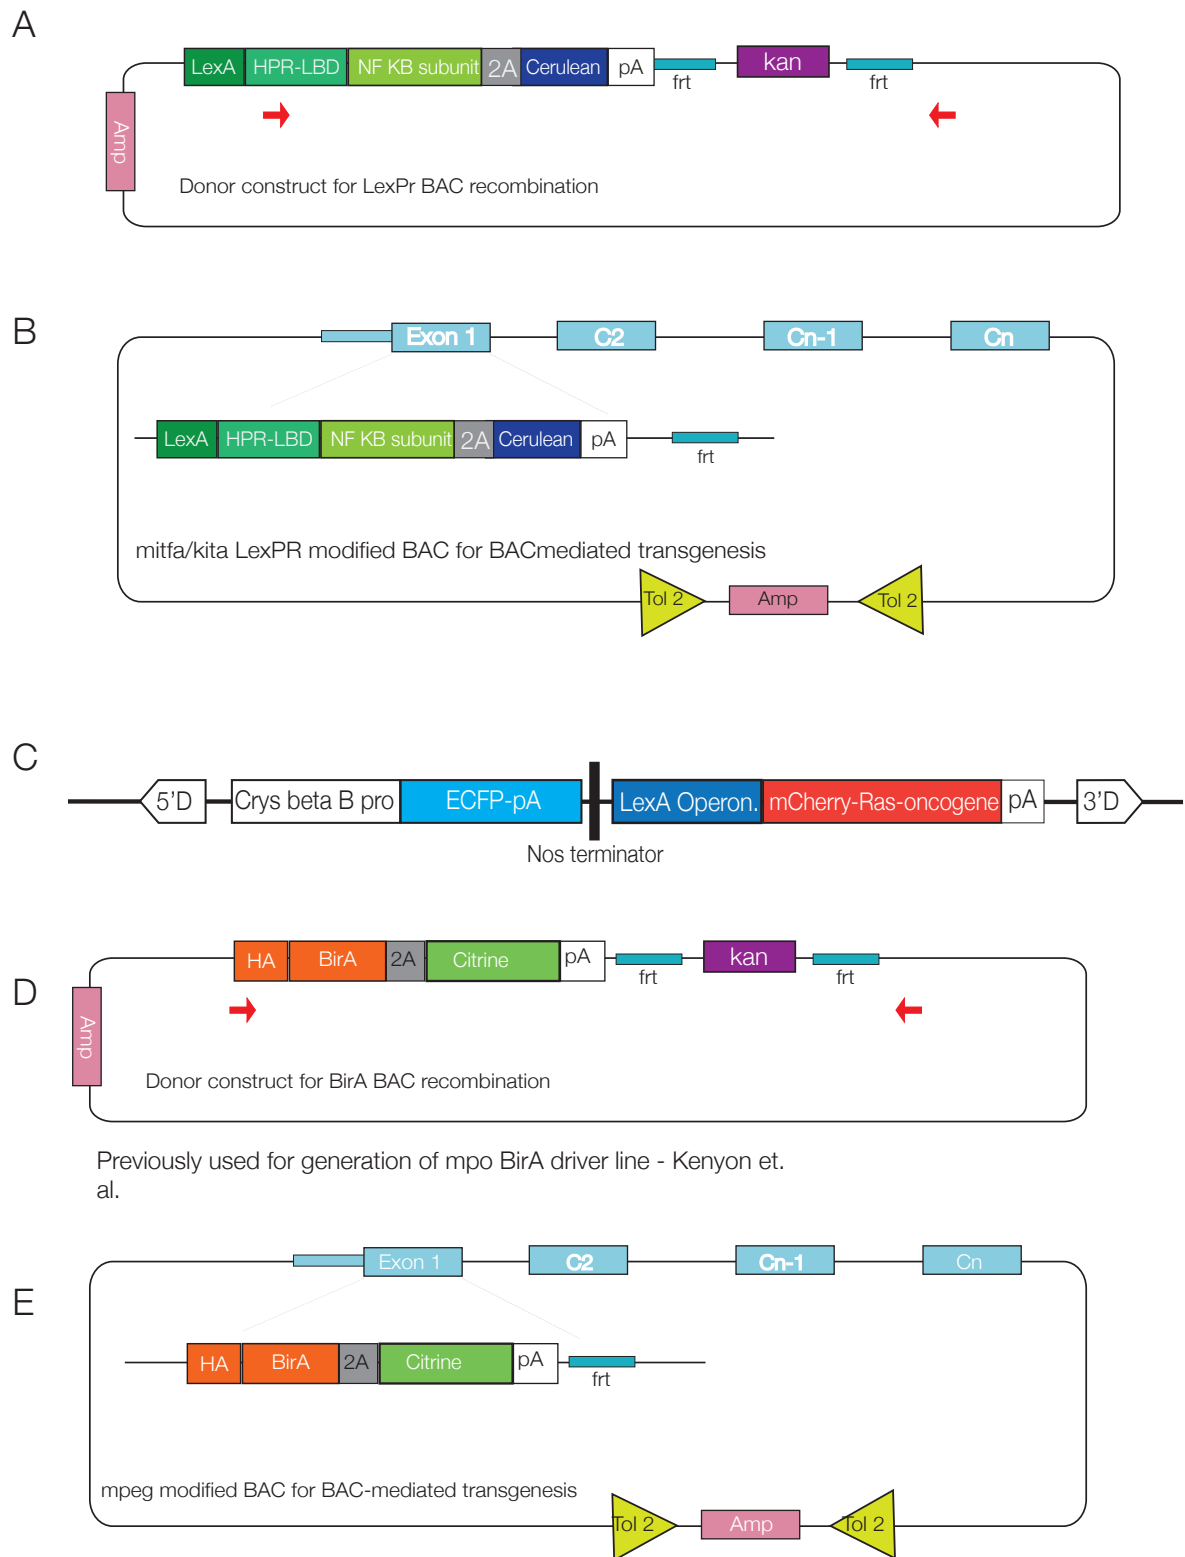

**Figure S1. Constructs used in generation of model system.** (A) Schematic of the mpx BAC donor construct, containing HA-tagged BirA (orange), a ribosomal skipping motif - 2A (grey), citrine reporter (green), polyA tail (white), followed by FRT recombination sites (turquoise) flanking a kanamycin selection cassette. Ampicillin selection cassette, not amplified as a part of recombination cassette, is used as a selection marker for *E. coli* during plasmid DNA isolation. Red arrows indicate position of primers used for amplification and recombination into the mpx BAC. (B) Schematic of kita/mitfa modified BAC DNA containing the LexPR transactivator (green), a viral self-cleaving peptide (2A, grey) and a fluorescent reporter (cerulean, blue), followed by a polyA tail (pA, white) and remaining Frt site, recombined into the first exon, with an ampicillin selection cassette (Amp, pink) and tol2 arms (yellow) on the BAC plasmid backbone for BAC mediated transgenesis. (C) Schematic PCrysB:ECFP-LexOP-mCherry-RasOncogene construct, embedded within a non-autonomous Ds element to produce Ds insertions in the zebrafish genome with the aid of a modified Ac transposase. (D) Schematic of the mpeg1 BAC donor construct, containing HA-tagged BirA (orange), a ribosomal skipping motif - 2A (grey), citrine reporter (green), polyA tail (white), followed by FRT recombination sites (turquoise) flanking a kanamycin selection cassette. Ampicillin selection cassette, not amplified as a part of recombination cassette, is used as a selection marker for *E. coli* during plasmid DNA isolation. Red arrows indicate position of primers used for amplification and recombination into the mpeg1 BAC. (E) Schematic of mpeg1 modified BAC DNA with HA-tagged BirA (orange), a ribosomal skipping motif - 2A (grey), citrine reporter (green), polyA tail (white), followed by the remaining FRT sites (turquoise) recombined into the first exon, with a BAC-specific ampicillin-Tol2 cassette (iTol2) in pink and yellow.

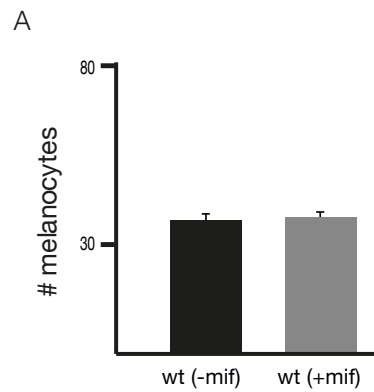

**Figure S2. Comparison of melanocyte number in wildtype larvae with and without mifepristone.** (A). Graph showing no change in cranial melanocyte number in wildtype larvae at 5 dpf (n=7).

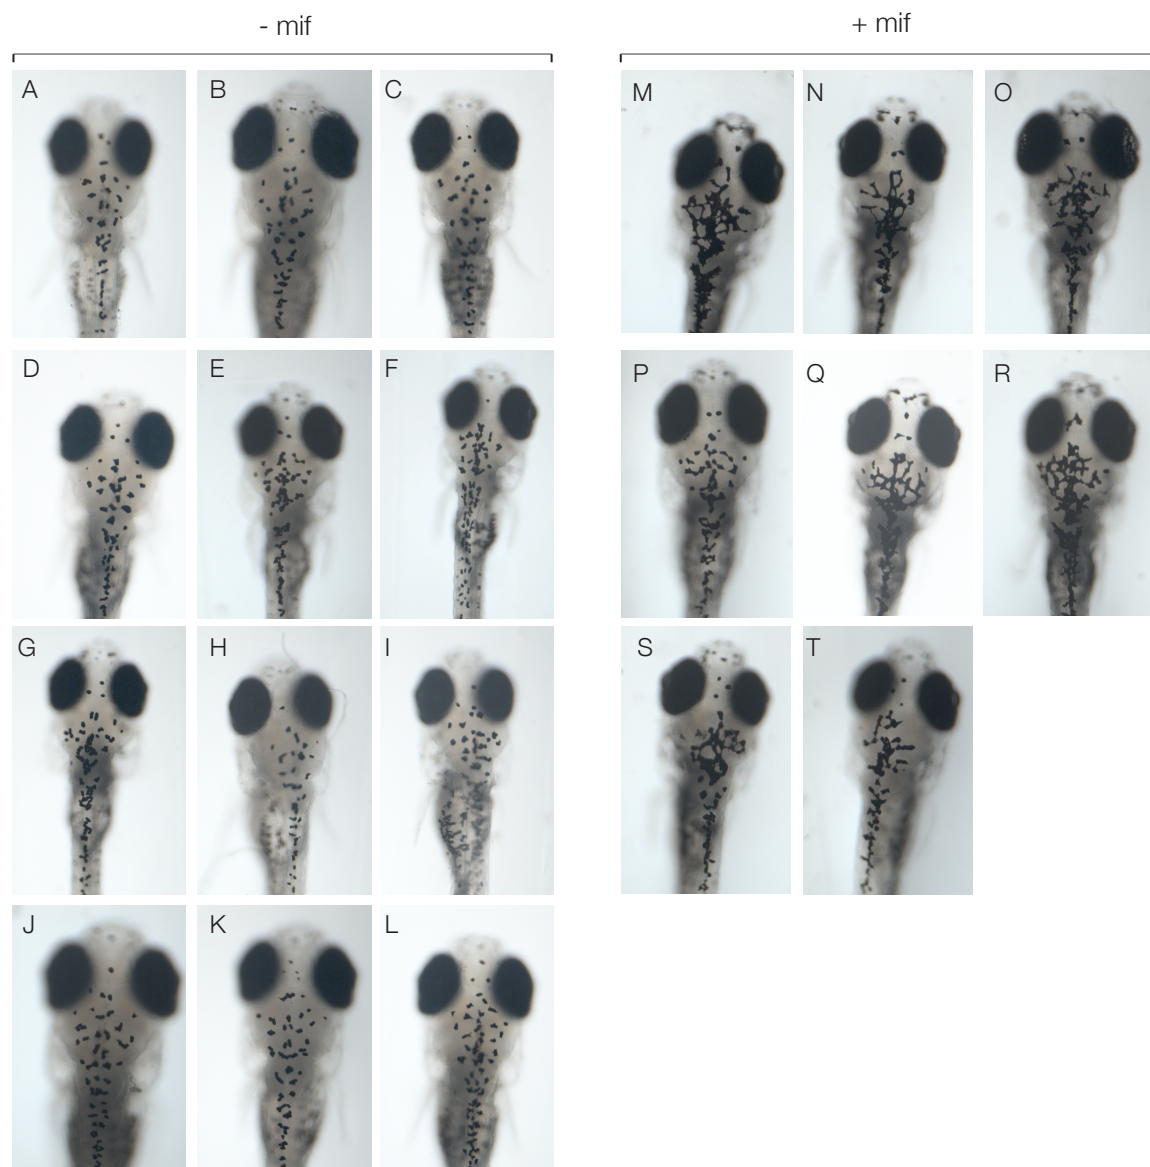

**Figure S3. Comparison of melanocyte morphology in *Tg(kita:LexPR-Cerulean;LexOP:mCherry-NRas)<sup>ox12</sup>* in oncogene activated (+mif) 12 dpf larvae versus controls (-mif). (A-T) Dorsal views of the head of 12 dpf larvae without (A-L) and with mifepristone-dependent mCherry-NRasQ61K activation (red) in *Tg(kita:LexPR-Cerulean;LexOP:mCherry-NRas)<sup>ox12</sup>* (M-T).**

**Binary System 1: LexPR/LexOP Inducible melanoma**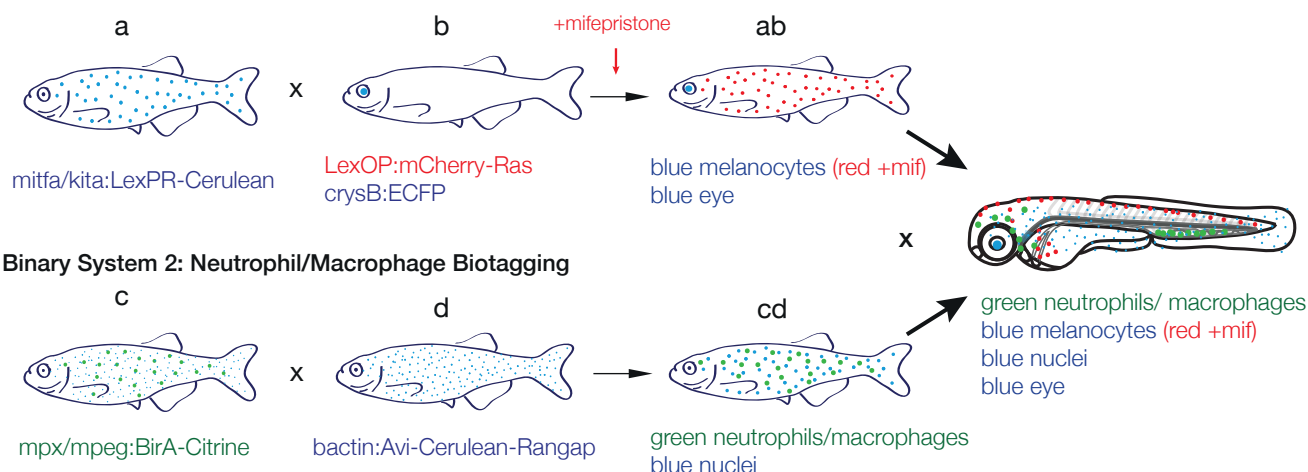

**Figure S4. Double binary system to study the myeloid response to oncogene-activated melanocytes. (A) Binary System 1:** The LexPR transactivator expressed under the control of a melanocyte-specific promoter activates in trans the mCherry-Ras oncogene in the presence of a specific ligand (mifepristone). Fish **a**) Melanocyte-specific LexPR transactivator with Cerulean reporter. Fish **b**) Lex Operon controlled mCherry-Ras with crystallin-specific ECFP expression. **Binary System 2:** Nuclear envelope protein tagged with a biotin acceptor peptide (Avi-tag) is biotinylated in macrophages/neutrophils allowing for cell-specific isolation of nuclei and genome-wide analysis. Fish **c**) Macrophage/neutrophil-specific biotin ligase, BirA, with Citrine reporter. Fish **d**. Ubiquitous Avi-tagged nuclear envelope protein with Cerulean reporter. Fish **a** crossed to Fish **b** results in Fish **ab** (blue eyes and blue melanocytes, red in the presence of mifepristone). Fish **c** crossed to Fish **d** in Fish **cd** (green macrophages/neutrophils and blue nuclei). Fish **ab** crossed to Fish **cd** yields embryos to be analysed (green neutrophils/macrophages, blue melanocytes or red in the presence of mifepristone, blue nuclei, blue eyes).

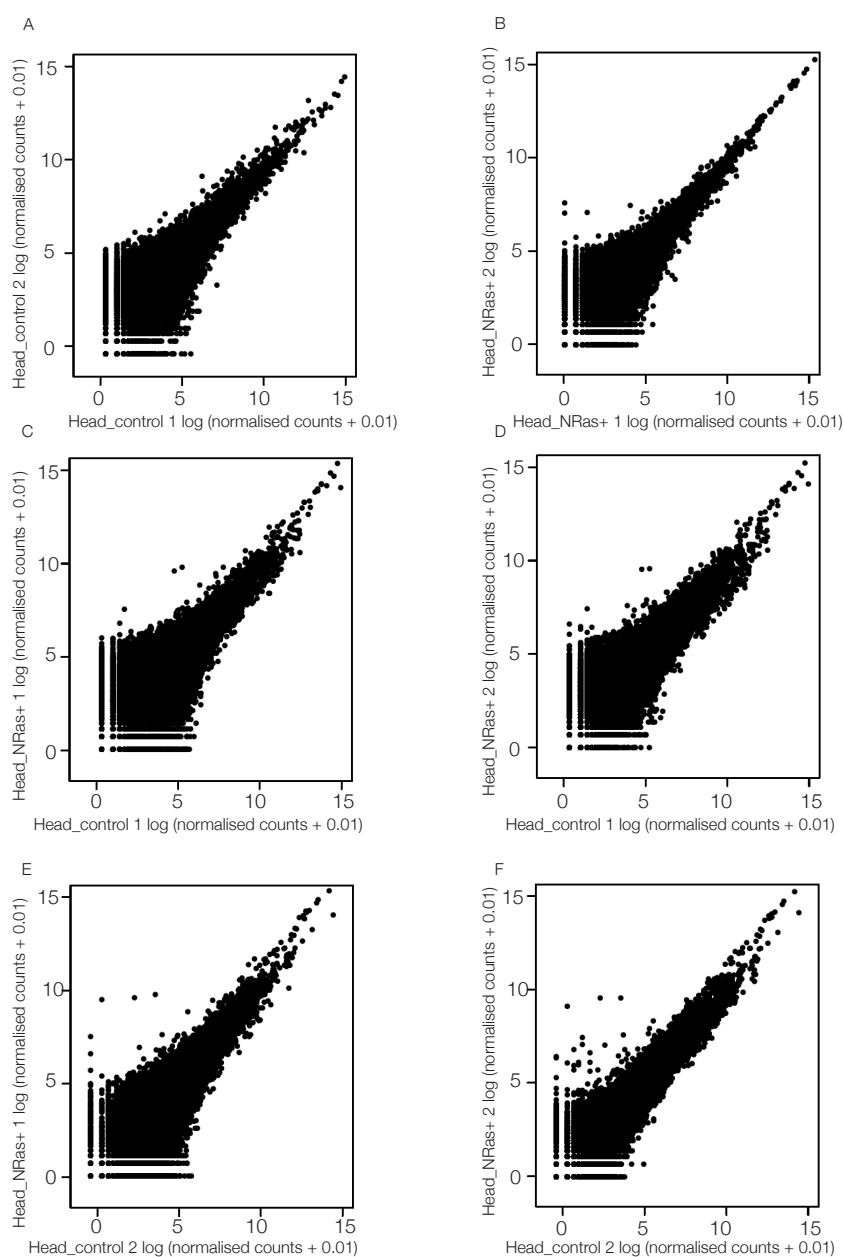

**Figure S5. Technical reproducibility of replicates.** (A-F) Scatter plot of log (normalised counts + 0.01) between biological duplicates for neutrophil nuclear samples head\_control 2 vs head\_control 1 (A), head\_Nras+ 2 vs head\_Nras+1 (B) head\_Nras+ 1 vs head\_control 1 (C), head\_Nras+ 2 vs head\_control 1 (D) head\_Nras+ 1 vs head\_control 2 (E), head\_Nras+ 2 vs head\_control 2 (F).

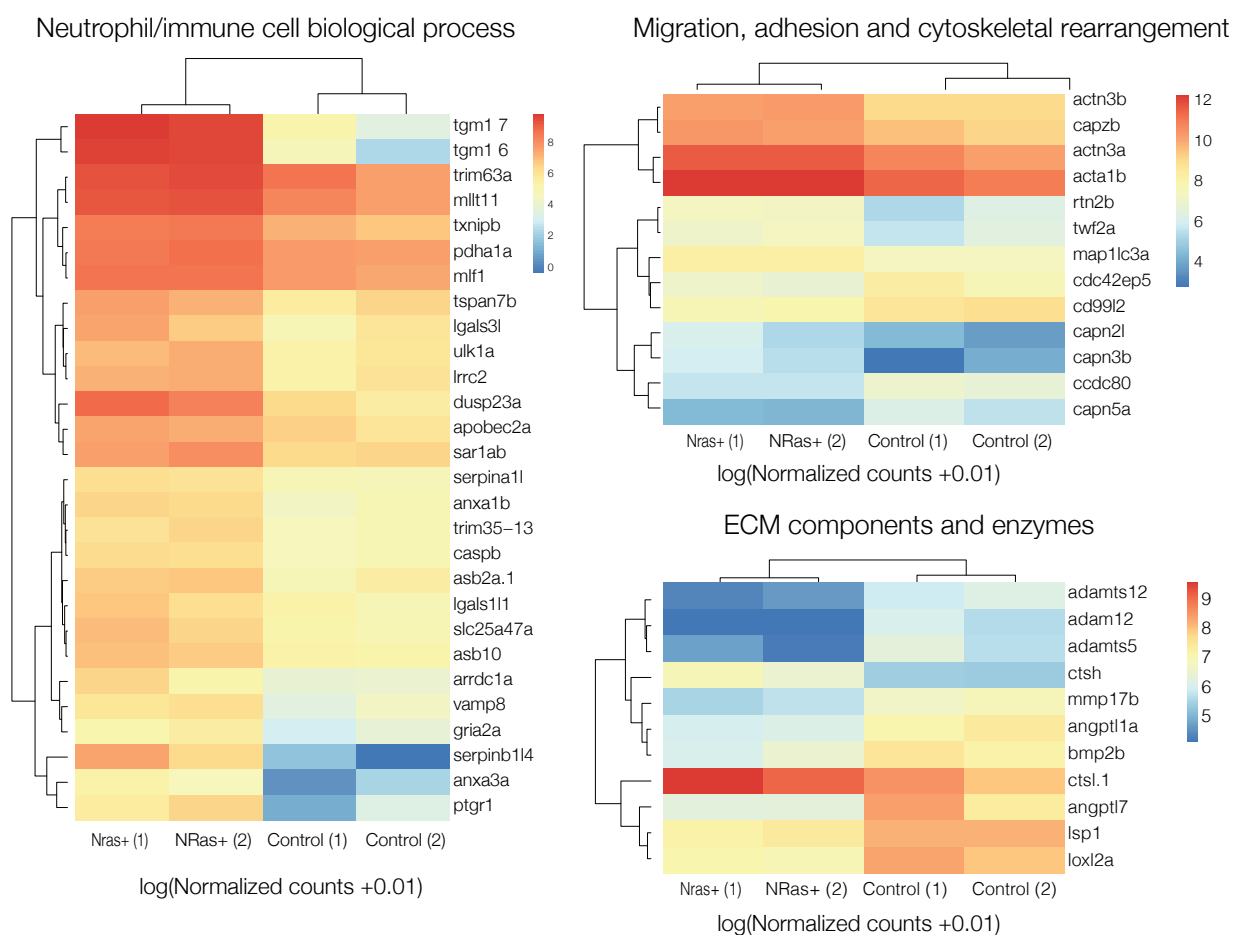

**Figure S6. Classification of differentially expressed transcripts.** (A-C) Heatmaps show the  $\log_{10}(\text{normalised counts (NMCT)} + 0.01)$  of selected differentially expressed transcripts (adjusted  $p$ -value  $< 0.05$ ). Red - high expression. Yellow - medium expression. Blue - low expression. Neutrophil/immune cell biological processes (A), Migration, adhesion and cytoskeletal rearrangement (B) and ECM components and enzymes (C).

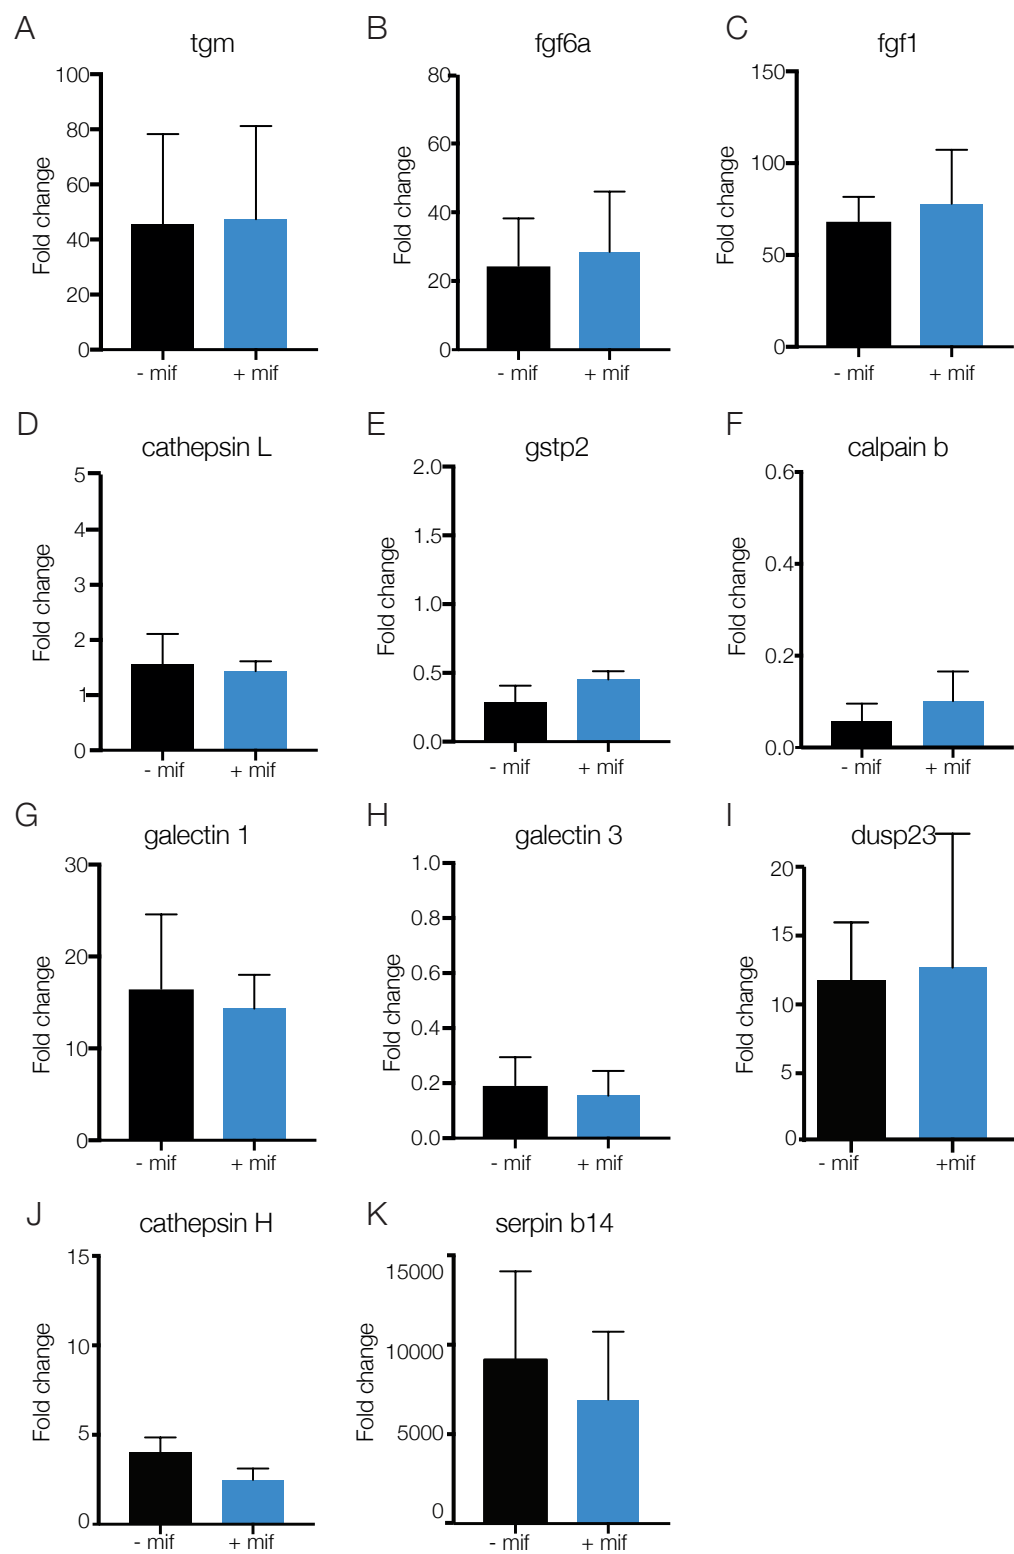

**Figure S7. Analysis of the effect of mifepristone on mRNA levels in neutrophils. (A-G).** Bar graphs for biological triplicates reflect little or no change in mRNA levels of selected transcripts as measured by qPCR. *mpx:BirA;bactin:Avi-Rangap* were reared in the absence and presence of mifepristone and nuclei pulldowns carried out at 5 dpf. Transcript levels were measured for *tgm1* (A), *fgf6a* (B), *fgf1* (C), cathepsin L (D), *gstp2* (E), calpain b (F), galectin 1 (G), galectin 3 (H), *dusp23* (I), cathepsin H (J) and *serpinb14* (K) by qPCR.

How the deposited data were processed for this re-analysis (not part of the article)

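RNA was measured in 2 control and 2 NRas+ libraries prepared from biotagged neutrophil nuclei of heads of larvae at 5 dpf, NRas+ larvae having been kept in 1 µM mifepristone from 24 hpf. The authors mapped the reads with STAR to Zv10/danRer10 and counted them per Ensembl gene with featureCounts, and the deposited values are these raw counts. The paper names standard parameters for the counting, which in featureCounts ignore the strand, while the sample labels name a reverse strand. Which setting made the counts was not settled. The Ensembl release is not named in the paper's text. Counts of near-identical paralogs and of overlapping or antisense genes are uncertain.

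Total counts per library ranged from 30619195 to 42365244, with a median of 34767148.5 in controls and 41407678 in NRas+. The 4 columns of the table were each mapped to a library by name, and replicates were not pooled. No row lacked an Ensembl gene identifier. Symbols came from a table of gene names that paired 26121 of the 31952 genes. mpx was not found under that name and is not reported.

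Counts were analysed with edgeR 4.0.16 and limma 3.58.1 in R 4.3.3. Genes were filtered with filterByExpr, scaled by TMM and tested by the quasi-likelihood test with Benjamini-Hochberg adjustment at 0.05. Values per gene are CPM, the count scaled by library size and TMM factor. A gene with at most 3 counts in every library of a group was taken to be at the floor, and its fold is a lower bound. Genes named are those that the paper's results section or the labels of Fig. 5B-L name, the genes mpx, kita, mitfa and nras, and the 5 genes with the smallest adjusted p in each direction among non-overlapping ones past the threshold. Lists of marker genes for skeletal muscle, neutrophil, macrophage, epidermis, melanocyte, erythrocyte, neuron, photoreceptor, lens, fibroblast and cartilage, and corticosteroid response were written before the counts were seen but after the paper's figures were read, and tested with camera at an inter-gene correlation of 0.01 on log2 CPM with a prior count of 2. The lens list had 4 genes with enough counts and was not tested. Lists for smooth muscle and ribosomal proteins were chosen after the counts were seen.

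The tests were run first on 1 set of simulated counts for 20099 genes, drawn with edgeR's tagwise dispersions and the real library sizes, with 200 genes changed by a log2 fold change of 3. The quasi-likelihood test recovered 103 of the 200, or 51.5%, with 11 false calls among 18957 genes tested, and estimated median changes of 2.99 and -3.07. On the same counts DESeq2 1.42.0 recovered 120 of the 200 with 63 false calls among 18150 genes with an adjusted p. Set against the calls made, the false calls of both tests exceeded the share of 0.05 at which the threshold is set, on this 1 set. Camera gave an unadjusted p under 0.05 for 2 of 100 unchanged lists of 25 genes. The simulated genes were drawn independently of each other, so this check does not cover lists whose genes vary together. In the real counts, the estimated correlation within the marker lists tested ranged from -0.00588 (erythrocyte) to 0.63 (photoreceptor).

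The alternatives were DESeq2 with and without its fold-change prior, the likelihood ratio test, the legacy quasi-likelihood fit, RLE size factors, TMM without the skeletal muscle list, no filter, at least 10 counts in every sample, the replicate number as a block, an unadjusted threshold, and leaving out each replicate. The paper says that each experiment used larvae of both conditions, so libraries with the same number are taken to come from 1 experiment, although it does not say which library came from which experiment. Differences between replicates 1 and 2 correlated by 0.147 between groups across the genes tested, over 2 pairs. The main fit, set before the data were examined, has no block, and the blocked value stands beside each result whose call it changes. The qPCR and imaging experiments were not analysed here. The name table's assembly differs from that of the counts, so no coordinates are given.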

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

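The camera test of the skeletal muscle list used a list written before the counts were seen. The other tests described here were chosen after the results were seen.

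Among the genes highest in NRas+ that the paper's figures do not show are krt93, at least 2700-fold higher, krt95, at least 266-fold higher, and ENSDARG00000102692, which has no symbol and a log2 fold change of 8.13. Across the processing settings, the log2 fold change of ENSDARG00000102692 ranged from 2.32 with DESeq2 and its fold-change prior to 8.23 with the replicate block. DESeq2 without the prior gave 7.82. The ratio of mean total counts between groups, 1.19, is far below these folds and argues against depth. In the main fit, the 10 most abundant genes of the epidermis list had a median log2 fold change of 0.14, with krt4 at 941 CPM in controls and 2090 in NRas+. The largest change of these was 2.74 for krt97, against at least 8.06 for the 3 genes. Over all 30 genes of the list the median was 0.67, with 24 higher and 6 lower, and the largest change was 4.7 for PKP1. In that fit, the abundant genes argue against more RNA of the epidermal cells already present in the controls, while epidermal cells of another kind stay open. Of 21 keratin genes tested, 0 fell and 6 rose at an unadjusted p under 0.05, which leaves open whether reads moved between keratin paralogs, since a fall in an abundant paralog would be hidden. A difference in strain between clutches, an effect of mifepristone itself and a response of neutrophils to the oncogene also stay open, as untested. Both NRas+ libraries had the drug and neither control did, so the counts cannot separate drug from oncogene. The paper's qPCR with the drug alone covered candidate genes, but none of these 3.

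The skeletal muscle list took 29.7% and 21.1% of the counts in the controls and 42% and 42.3% in NRas+. Its median log2 fold change was 0.87, and no gene of the list passed the threshold in edgeR's quasi-likelihood test. With DESeq2 without prior, at least actn3a of the list passed (adjusted p = 0.014). Of 41 genes, 36 were higher and 5 were lower, which restates the pattern and cannot tell its cause. Its most abundant gene, actc1b, rose by 1.11 on the log2 scale. The camera adjusted p was 5.26e-07, but it was 0.644 with the correlation estimated from the data and 0.572 with fry. Without control 1 the median was 1.5 and without control 2 it was 0.46, so a single control library moves it. Of the 41 genes, 6 are also in the paper's figures. Muscle RNA from other cells in the pulldown is a candidate explanation, and with 2 libraries per condition a difference in dissection between them was not tested.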

How the results depend on the processing

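The alternatives were set before the data were examined. The numbers of genes higher, genes lower and heat map genes past the threshold were 26, 8 and 7. They were 234, 146 and 72 with DESeq2 without prior, 197, 141 and 75 with its prior, 137, 93 and 44 with the likelihood ratio test, 10, 0 and 3 with the legacy fit, 88, 64 and 29 with at least 10 counts in every sample, and 1040, 1233 and 73 at an unadjusted p. With no filter 2 genes were lower, and 19 and 5 were higher and in the heat map. RLE size factors gave 27, 7 and 7, and TMM without the skeletal muscle list 38, 9 and 10. All 26 and all 8 genes were called in both DESeq2 fits and the likelihood ratio test, and 19 and 8 with at least 10 counts in every sample. The higher share of calls was 76.5%, and 61.6% and 58.3% with DESeq2. The cause was not tested. On 1 set of simulated counts, drawn with edgeR's own dispersions, DESeq2 made 63 false calls against 11, which does not rank the tools on other data.

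With the replicate block, which takes equal numbers as 1 experiment, the numbers were 7, 0 and 3. Of the named genes, MYLK (adjusted p = 0.0863 from edgeR's quasi-likelihood test with the block), SOX9 (0.122), gstp1.1 (0.133), lsp1a (0.137), cald1b (0.133) and HIC1 (0.133) lost the call. Of the genes named only in the closing section or beside the paper's values, CRYBB1 (0.0699), krt97 (0.1), ptgr1.2 (0.128) and PKP1 (0.133) did too. The block changed no other call of a gene named here and none of a marker list in camera.

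Of 58 named gene identifiers, the log2 fold change of KIT, near 0, changed sign, to 0.11 and 0.07 with DESeq2, 0.09 with the likelihood ratio test and the legacy fit, 0.02 with RLE, 0.03 with TMM without muscle, 0.04 with at least 10 counts and 0.08 with the replicate block. With 1 replicate left out, which leaves no test, KIT ranged from -0.94 to 0.78, CAPN3 (ENSDARG00000041864) from -6.98 to 3.06, CAPN5 (ENSDARG00000069748) from -0.58 to 2.53, CD99L2 from -0.68 to 0.14, and the MITF paralogs from -0.27 to 2.04 and from -3.06 to 0.29. Over the named genes, 8 such values changed sign, 48 moved by more than the SD between replicates and 176 by less, among them large shifts of genes with few counts and a wide spread, such as CAPN3 from 1.21 to 3.06. Counts of calls have no such value.

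The skeletal muscle (0.87), epidermis (0.67) and fibroblast and cartilage (-1.07) lists did not pass with estimated correlation or fry, and the neutrophil list passed over genes with at least 10 counts in every sample, at 0.52. The macrophage list turned to -0.17 under that filter and the neuron list, at 0, gave 0.01 with RLE, 0.04 with TMM without muscle, 0.03 with at least 10 counts and 0.03 with the replicate block. Across the 4 fits that each left out one replicate, the median log2 fold change ranged from 0.46 to 1.5 for skeletal muscle, from 0.12 to 0.53 for neutrophil, from -0.39 to 0.72 for macrophage, from 0.19 to 1.12 for epidermis, from -0.78 to 0.22 for melanocyte, from 0.1 to 0.67 for erythrocyte, from -0.24 to 0.24 for neuron, from -3 to 1.21 for photoreceptor, from -1.18 to -0.59 for fibroblast and cartilage, from -0.07 to 0.12 for corticosteroid response.

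The mean correlations within and between groups were 0.791 and 0.783, and 0.903 and 0.894 with pseudocount 1, 0.9 and 0.874 with at least 10 counts, and 0.914 and 0.903 by rank. Depth limits genes near the floor, whose fold is only a bound.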

Differences from the paper's values

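The paper reports 194 genes upregulated, against 26 here, and 144 downregulated, against 8 here. Among the alternatives set before the data were examined, DESeq2 with its fold-change prior gave 197 and 141, DESeq2 without it 234 and 146, and the likelihood ratio test 137 and 93 genes, of which the lower count differs from the paper's by more than 1.5 times and the higher count does not. None of the others came within 1.5 times of the paper's counts: the legacy fit gave 10 and 0, RLE size factors 27 and 7, TMM without the skeletal muscle list 38 and 9, no filter 19 and 2, at least 10 counts in every sample 88 and 64, the replicate block 7 and 0, and an unadjusted p under 0.05 gave 1040 and 1233.

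The legends of Fig. 5C and Fig. S6 state an adjusted p under the threshold for the genes shown. Here 7 of the 78 tested genes of Fig. 5C passed and 3 with the replicate block, against 75 with DESeq2 and its prior and 72 without it. Among the genes shown as higher, ptgr1 and mdh1ab were matched by synonym to ptgr1.1 and MDH1, with log2 fold changes of -0.15 and -0.13. The study's ptgr1 was not told from ptgr1.2, which was looked at after its values were seen and rose by 4.42 (adjusted p = 0.031 from edgeR's quasi-likelihood test, 0.128 with the replicate block). The paper describes cathepsin H and the galectins as significantly increased by qPCR, which measured single genes. In the counts, adjusted over all genes tested, CTSH had a p of 0.0832 from edgeR's quasi-likelihood test, lgals3b 0.0801 and lgals1l1 0.127. The unadjusted p from the same test, which is closer to a test of single genes, were 0.000531, 0.000499 and 0.00141. All 3 passed with DESeq2. The legend of Fig. 5C names a log10 scale, and its colour scale reaches about 12 in Fig. 5C, read by eye. For the genes of that figure the largest log10 of normalised counts plus 0.01 is 5.31, and the largest natural log is 12.2.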

Other observations

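The camera tests in this part, except that of the ribosomal proteins, used lists written before the counts were seen. Apart from these and the other splits of the libraries, the tests here were chosen after the results were seen.

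Of the 3 ways to split the 4 libraries into 2 and 2, 1 gave as many genes past the threshold as the comparison of NRas+ with controls, that comparison itself with 34. The other splits gave 0 genes each. That of replicate 1 against replicate 2, which keeps libraries of the same number together, had 1398 genes at an unadjusted p under 0.05, and the other, which parts them as the real one does, had 301. With the replicate block the real comparison gave 7 genes higher and 0 lower. With only 3 splits this count alone decides nothing. The adjusted p of single genes, such as 8.15e-08 for krt93 from edgeR's quasi-likelihood test, rests on the spread between libraries.

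Ribosomal protein genes, 81 in number, took 8.76% and 6.57% of counts in controls and 3.35% and 2.66% in NRas+, with 80 lower and a median log2 fold change of -1.4. Camera with the correlation estimated from the data gave them a p of 0.293 and fry one of 0.185. Dilution by skeletal muscle reads is a factor per library and lowers all other genes alike. Relative to the neuron list, the ribosomal protein genes changed by a median of -1.4, and by -1.71 to -0.92 with each library left out, which argues against dilution as the whole cause. Less cytoplasmic RNA in the NRas+ pulldowns is a hypothesis that was not tested. All 26 genes of the fibroblast and cartilage list were lower, with a median of -1.07 (camera adjusted p = 4.35e-07, 0.642 with estimated correlation and 0.572 with fry). Relative to the neuron list the median was -1.06, from -1.41 to -0.34 with each library left out, so dilution alone does not account for this fall either. Its size rests on control 2, without which the median was -0.59. The smooth muscle list, with 12 of 15 genes lower, had a median of -1.13 and 3 genes past the threshold, none of them with the replicate block.

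CRYBB1, a crystallin gene that passed the threshold but not with the replicate block (adjusted p = 0.0699 from edgeR's quasi-likelihood test), had 45.9 CPM in NRas+ 2 and 1.54 in NRas+ 1. Of the 4 lens genes tested, 3 were highest in NRas+ 2 and over 2 times their level in NRas+ 1, which is consistent with lens RNA in a single library. MIP was highest in control 2. The name was chosen after its values were seen.

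Mifepristone also binds the glucocorticoid receptor. The corticosteroid response list had a median log2 fold change of 0.11 with 10 genes higher and 8 lower (camera adjusted p = 0.958), and a median near 0 over genes going both ways leaves open whether the drug acted on this receptor. The epidermis list had a median of 0.67 (camera adjusted p = 3.23e-05, 0.642 with estimated correlation, 0.586 with fry), the macrophage list 0.1 (0.635), the melanocyte list -0.47 (0.32), the erythrocyte list 0.29 (0.123), the neuron list 0 (0.62) and the photoreceptor list 0.43 (0.94), each with its camera adjusted p in brackets.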
